# Ethylene-independent promotion of photomorphogenesis in the dark by cytokinin requires COP1 and the CDD complex

**DOI:** 10.1093/jxb/ery344

**Published:** 2018-09-29

**Authors:** Anne Cortleven, Stephanie Ehret, Thomas Schmülling, Henrik Johansson

**Keywords:** *Arabidopsis thaliana*, cytokinin, ethylene, photomorphogenesis, light signaling, two-component signaling system

## Abstract

The transition of skotomorphogenesis to photomorphogenesis is induced by the perception of light, and is characterized by the inhibition of hypocotyl elongation and opening of cotyledons. Although it is known that the plant hormone cytokinin inhibits hypocotyl elongation in dark-grown Arabidopsis plants when applied in high concentrations, it is unclear to what extent this response is the result of cytokinin alone or cytokinin-induced ethylene production. Here, we show that cytokinin-induced inhibition of hypocotyl elongation is largely independent of ethylene and suggest a close connection between the cytokinin two-component system and the light-signaling networks. We show that this cytokinin signal is mainly mediated through the cytokinin receptor ARABIDOPSIS HISTIDINE KINASE3 and the ARABIDOPSIS RESPONSE REGULATOR1 in combination with ARR12. Interestingly, mutation of *CONSTITUTIVELY PHOTOMORPOGENIC1* (*COP1*), *DE-ETIOLATED1*, and *CYTOKININ INSENSITIVE4*/*COP10* renders plants insensitive to cytokinin, and these factors are indispensable for the transcriptional response during cytokinin-induced de-etiolation, indicating that a functional light-signaling pathway is essential for this cytokinin response. In addition, the effect of cytokinin on hypocotyl elongation is strongly dependent on the light conditions, with higher light intensities causing a switch in the response to cytokinin from an inhibitor to a promoter of hypocotyl elongation.

## Introduction

A seedling’s transition from skotomorphogenic to photomorphogenic growth (de-etiolation) after exposure to light marks the transition from heterotrophic to photoautotrophic growth. This developmental switch, which is driven by genome-wide transcriptional reprogramming, results in dramatic phenotypic changes, including unfolding of the apical hook, rapid inhibition of hypocotyl elongation, opening and expansion of the cotyledons, and the promotion of chloroplast development (Ma *et al.*, 2001; Sullivan and Deng, 2003).

In Arabidopsis, four major classes of photoreceptors perceive incoming light and regulate de-etiolation; these sense UV-B (UVR8 receptor) (Rizzini *et al.*, 2011), blue (cryptochromes and phototropins) (Briggs and Christie, 2002; Yu *et al.*, 2010), and red/far-red (phytochromes) (Wang and Deng, 2004) light. In addition to these photoreceptors, a number of positive and negative regulators of photomorphogenesis have been identified in a series of genetic screens over the past decades. *COP1* (*CONSTITUTIVELY PHOTOMORPOGENIC1*), *DET1* (*DE-ETIOLATED1*), and *FUS* (*FUSCA*) were identified as negative regulators of light signaling owing to the photomorphogenic phenotype of their respective mutants in darkness (for a review, see Kim *et al.*, 2002). COP1 directly associates with SPAs (SUPPRESSOR OF PHYA) to act as a substrate receptor of a CUL4-DDB1 (CULLIN4-DAMAGED DNA BINDING PROTEIN1)-based E3 ubiquitin ligase complex that targets photomorphogenesis-promoting transcription factors such as ELONGATED HYPOCOTYL5 (HY5) for degradation (Chen *et al.*, 2010). DET1, CIN4/COP10, and DDB1 form a separate complex (CDD) that acts through CUL4 to promote the action of the COP1-SPA-DDB1-CUL4 E3 ubiquitin ligase (Yanagawa *et al.*, 2004; Chen *et al.*, 2006). Light signals perceived by the photoreceptors repress the activity of COP/DET/FUS, leading to the accumulation of transcription factors promoting photomorphogenesis (Lau and Deng, 2012). As well as the COP/DET/FUS proteins, PHYTOCHROME INTERACTING FACTORs (PIFs) are also essential for the repression of photomorphogenesis in darkness (for a review, see Leivar and Monte, 2014).

Given the importance of light throughout the plant life cycle (Sullivan and Deng, 2003) it is not surprising that the light-signaling networks are closely interconnected with several phytohormones (for a review, see Lau and Deng, 2010; Cortleven and Schmülling, 2015). Treatment with inhibitors of both brassinosteroid and gibberellin signaling (Li *et al.*, 1996; Alabadí *et al.*, 2004) and the application of either strigolactone (Tsuchiya *et al.*, 2010), jasmonic acid (Zheng *et al.*, 2017), or cytokinin (CK) (Chory *et al.*, 1994) have all been shown to inhibit skotomorphogenesis, resulting in seedling de-etiolation in the dark.

CK regulates numerous developmental processes such as the cell cycle, shoot and root meristem size and activity, and leaf senescence (for a review, see Werner and Schmülling, 2009). The CK signal is perceived by three membrane-localized sensor histidine kinases, ARABIDOPSIS HISTIDINE KINASE2 (AHK2), AHK3, and CYTOKININ RESPONSE1/AHK4 (CRE1/AHK4), which are predominantly located in the endoplasmic reticulum and have both distinct and overlapping functions (Inoue *et al.*, 2001; Suzuki *et al.*, 2001; Higuchi *et al.*, 2004; Nishimura *et al.*, 2004; Riefler *et al.*, 2006; Wulfetange *et al.*, 2011; for a review, see Heyl *et al.*, 2012). The CK signal is further transmitted by a two-component signaling system via HISTIDINE PHOSPHOTRANSFER PROTEINS (AHPs) to B-type RESPONSE REGULATORS (B-type ARRs), which are transcription factors that regulate CK-responsive genes (Sakai *et al.*, 2001; Argyros *et al.*, 2008).

The link between photomorphogenesis and CK was first made by Chory *et al.* (1994), who showed that Arabidopsis seedlings that germinated in the dark on CK-containing medium had a phenotype resembling that of *cop*/*det* mutants. Another mutant with increased endogenous CK levels, *amp1*, also shows a de-etiolated phenotype in darkness (Chin-Atkins *et al.*, 1996). Further, the *cin4*/*cop10* mutation renders Arabidopsis insensitive to the induction of the ethylene-mediated triple response by CK in the dark (Vogel *et al.*, 1998); this observation links CK action to light signaling, as COP10 has a central role in repressing photomorphogenesis (Lau and Deng, 2012).It has been suggested that the interaction between light and CK is mediated by HY5, a transcription factor that acts downstream of cryptochrome and phytochrome (Vandenbussche *et al.*, 2007).

Although the reports reviewed above all support a role for CK as a positive regulator of photomorphogenesis, the inhibition of hypocotyl elongation caused by CK in darkness has been attributed to increased ethylene signaling (Cary *et al.*, 1995). Ethylene induces the triple response in dark-grown seedlings; this response is characterized by a strongly curved apical hook, shortening of the roots, and shortening and thickening of the hypocotyl (Guzmán and Ecker, 1990; Wang *et al.*, 2002). Being a derivative of methionine, ethylene is produced in three steps involving *S*-adenylmethionine synthetase, 1-aminocyclopropane-1-carboxylic acid (ACC) synthase, and ACC oxidase (Yang and Hoffman, 1984). Furthermore, its biosynthesis is induced by CK (Woeste *et al.*, 1999), which increases the stability of ACC synthase (Hansen *et al.*, 2009), and this response is mediated through CRE1/AHK4 and ARR1. Owing to this CK-induced ethylene production, CK is thought to exert part of its influence on hypocotyl elongation through ethylene. In fact, the inhibitory effects of 6-benzylaminopurine (BA) on root and hypocotyl elongation were shown to be partially blocked by the action of ethylene inhibitors or ethylene-resistant mutations (Cary *et al.*, 1995). Besides ethylene biosynthesis, there is also a close correlation between CK and ethylene signaling. In particular, *arr2* mutant seedlings are hyposensitive to ethylene, comparable to *ein3* mutants, in a hypocotyl assay, suggesting that ARR2 is a signaling component functioning downstream of ETR1 in ethylene signal transduction (Hass *et al.*, 2004). All these reports support the notion that CK induces ethylene production and suggest that CK might exert part of its influence in regulating hypocotyl elongation by stimulating the ethylene pathway.

In this study, we re-examined the effect of CK on dark-grown seedlings and found that the photomorphogenic effect of CK is largely independent of ethylene. Treatment of etiolated seedlings with CK in the presence of ethylene inhibitors (e.g. AgNO_3_) clearly resulted in the inhibition of hypocotyl elongation. To investigate the ethylene-independent transcriptional response to CK in more detail, RNA-Seq analysis was performed and revealed that CK treatment causes a similar transcriptional response to light. Moreover, we showed that this CK response is mediated through AHK3 and the B-type ARRs ARR1 and ARR12. In addition, we explored the relationship between the known light-signaling networks and CK treatment, and found that the *cop1*, *det1*, and *cin4* mutants are insensitive to CK-induced hypocotyl inhibition in the dark and that these components of the light-signaling pathway are necessary for the transcriptional response to CK. With this work we provide a molecular framework for the ethylene-independent CK-induced inhibition of hypocotyl elongation, linking this CK response to the major negative regulators of photomorphogenesis.

## Materials and methods

### Plant material, growth, and treatment conditions

*Arabidopsis thaliana* Col-0 was used as the wild type (WT). The CK receptor mutants *ahk2-5*, *ahk3-7*, *cre1-2*, *ahk2-5 ahk3-7, cre1-2 ahk2-5*, and *cre1-2 ahk3-7* (Riefler *et al.*, 2006), B-type *arr* mutants *arr1-4*, *arr10-5*, *arr12-1*, *arr1-3 arr10-5*, *arr1-3 arr12-1*, and *arr10-5 arr12-1* (Mason *et al.*, 2005; Ishida *et al.*, 2008), ethylene-insensitive mutant *ein2-1* (Guzmán and Ecker, 1990), and light-signaling mutants *cop1-4*, *cop1-6* (McNellis *et al.*, 1994), *det1-1* (Chory *et al.*, 1994), *cin4* (Vogel *et al.*, 1998), and *hy5-215* (Oyama *et al.*, 1997) have been described previously. The *ahk2-5 ahk3-7 ein2-1* and *arr1 arr12 ein2-1* triple mutants were obtained by genetic crosses of *ein2-1* to *ahk2-5 ahk3-7* and *arr1 arr12*, respectively, and *cop1-4 hy5-215* was obtained by crossing *cop1-4* with *hy5-215*. Seeds were surface sterilized, sown on 0.5 × Murashige and Skoog (MS) medium (Murashige and Skoog, 1962) (1% agar) without sucrose, and stratified in darkness for 3 days at 4 °C before given a 2 h pulse of white light (75 µmol m^−2^ s^−1^). The 0.5 × MS medium was supplemented with 3 µM BA and/or 10 µM AgNO_3_ unless stated otherwise. Seedlings were grown in complete darkness in a growth cabinet (Percival AR66L; Percival Scientific, Perry, IA, USA) at 22 °C.

### Hypocotyl length and cotyledon size measurements

For experiments in darkness, hypocotyl length and cotyledon size measurements of 5-day-old seedlings grown on vertical plates were made using ImageJ Software (https://imagej.nih.gov/ij/). For experiments in light, seedlings were grown for 5 days under long-day (16 h light/8 h dark) conditions under white light (50 µmol m^−2^ s^−1^) before the length of the hypocotyl was measured. Experiments were performed at least twice.

### Analysis of transcript levels by RNA-Seq and real-time qPCR

Total RNA was extracted from 4-day-old etiolated seedlings grown on medium containing 10 µM AgNO_3_ in the presence or absence of 3 µM BA using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) as described in the kit’s user manual, including an on-column DNAse treatment.

For RNA-Seq analysis, RNA was isolated from three biological replicates for each treatment. The isolated RNA was sent to BGI (Hong Kong, China) for RNA quality and integrity control, library synthesis, high-throughput sequencing, and bioinformatics analysis. In brief, the RNA concentration and integrity. and extent of rRNA contamination were monitored by the Nanodrop NA-1000 and the Bioanalyzer Agilent 2100 (Agilent Technologies, Santa Clara, CA, USA). After DNAse I treatment, mRNA was enriched by using oligo(dT) magnetic beads and fragmented into shorter fragments. First-strand cDNA was synthesized by using random hexamer primers, followed by second strand synthesis. After purification, end repair, and 3ʹ end single-nucleotide A (adenine) addition, sequence adaptors were ligated. Following PCR amplification and quality control by the Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System (Thermo Fischer Scientific, Waltham, MA, USA), the library products were sequenced via the Illumina HiSeq^TM^4000 platform. More than 22 million raw sequencing reads were obtained for each sample. After the removal of adaptors and low-quality reads, the obtained clean reads (approximately 21 million) were stored in FASTQ format (Cock *et al.*, 2010). Sequences were aligned to the TAIR10 Arabidopsis reference genome using Bowtie2 (Langmead *et al.*, 2009). Gene expression levels were quantified using RSEM (Li and Dewey, 2011) and differentially expressed genes (DEGs) were analyzed using the NOISeq method (Tarazona *et al.*, 2011) with the following default criteria: fold change ≥2 and divergence probability ≥0.8. Gene Ontology (GO) annotation was performed using DAVID 6.7 (Huang *et al.*, 2009a, b). For analysis of the overlap between the BA-regulated and *cop1-4*-regulated genes, DEGs co-regulated in two independent experiments using dark-grown *cop1-4* were used (Wang *et al.*, 2016; Zheng *et al.*, 2017), and for comparison with a 6 h light treatment or *det1-1* one published dataset was used (Dong *et al.*, 2014).

For real-time quantitative PCR (qPCR), four biological replicates grown for 4 days in darkness for each treatment or treated with a 6 h pulse of white light (100 µmol m^−2^ s^−1^) were collected and the real-time PCR analysis was performed as described in Cortleven *et al.* (2016). Primers used for reference genes and genes of interest are listed in Supplementary Table S1 at *JXB* online. Gene expression data were normalized against two or three different nuclear-encoded reference genes (*RPT5a, GADPH*, and/or *TAFII15*) according to (Vandesompele *et al.*, 2002) and are presented relative to the control treatment.

### Statistical analysis

Statistical analyses were performed using SAS v.9.2 (SAS Institute GmbH, Heidelberg, Germany) and Prism6 (GraphPad Software, La Jolla, CA, USA). Data were analyzed by one-way ANOVA, followed by Tukey’s post hoc test. Pairwise comparisons were made between the different treatments (control, BA, Ag, BA+Ag) for each genotype. Normality and homogeneity of variance were tested using the Shapiro–Wilk and Levene tests (Neter *et al.*, 1996). In order to meet the above-mentioned assumptions, datasets were transformed using log or square root transformation. When assumptions were not met, a non-parametric Kruskal–Wallis test was used followed by a Dunn’s multiple comparison test to perform pair-wise comparisons.

## Results

### CK promotes photomorphogenesis largely independent of ethylene

To examine the effects of exogenously applied BA on photomorphogenic development in relation to ethylene, we treated WT and ethylene-resistant *ein2-1* seedlings with 3 µM BA with or without the addition of AgNO_3_ as an inhibitor of ethylene signaling. As previously shown (Cary *et al.*, 1995), BA-treated seedlings grown in darkness had a short hypocotyl and exaggerated apical hook, reminiscent of the ethylene triple response (Fig. 1A, B). Strikingly, however, BA treatment of the *ein2-1* mutant also resulted in a strong inhibition of hypocotyl elongation. Likewise, BA-treated WT plants grown on media containing AgNO_3_ or aminoethoxyvinylglycine (AVG), known inhibitors of ethylene signaling and biosynthesis, respectively, also caused a strong reduction of hypocotyl elongation, suggesting the activation of an ethylene-independent pathway (Fig. 1A, B; Supplementary Fig. S1B). The effectiveness of the AgNO_3_ treatment was confirmed by its ability to completely inhibit a seedling response to 10 µM ACC in darkness (Supplementary Fig. S1A). Besides its ethylene-independent effect on hypocotyl elongation, BA treatment of *ein2-1* also resulted in opening of the cotyledons and a marked increase in cotyledon size (Fig. 1B, C). In this response, ethylene and CK appear to work antagonistically. Both BA treatment or the inhibition of ethylene signaling by AgNO_3_ alone resulted in a slight increase in the cotyledon area in both WT and *ein2-1* seedlings. However, treatment with BA in addition to AgNO_3_ (or BA treatment of the *ein2-1* mutant) resulted in further expansion (Fig. 1C).

**Fig. 1.**
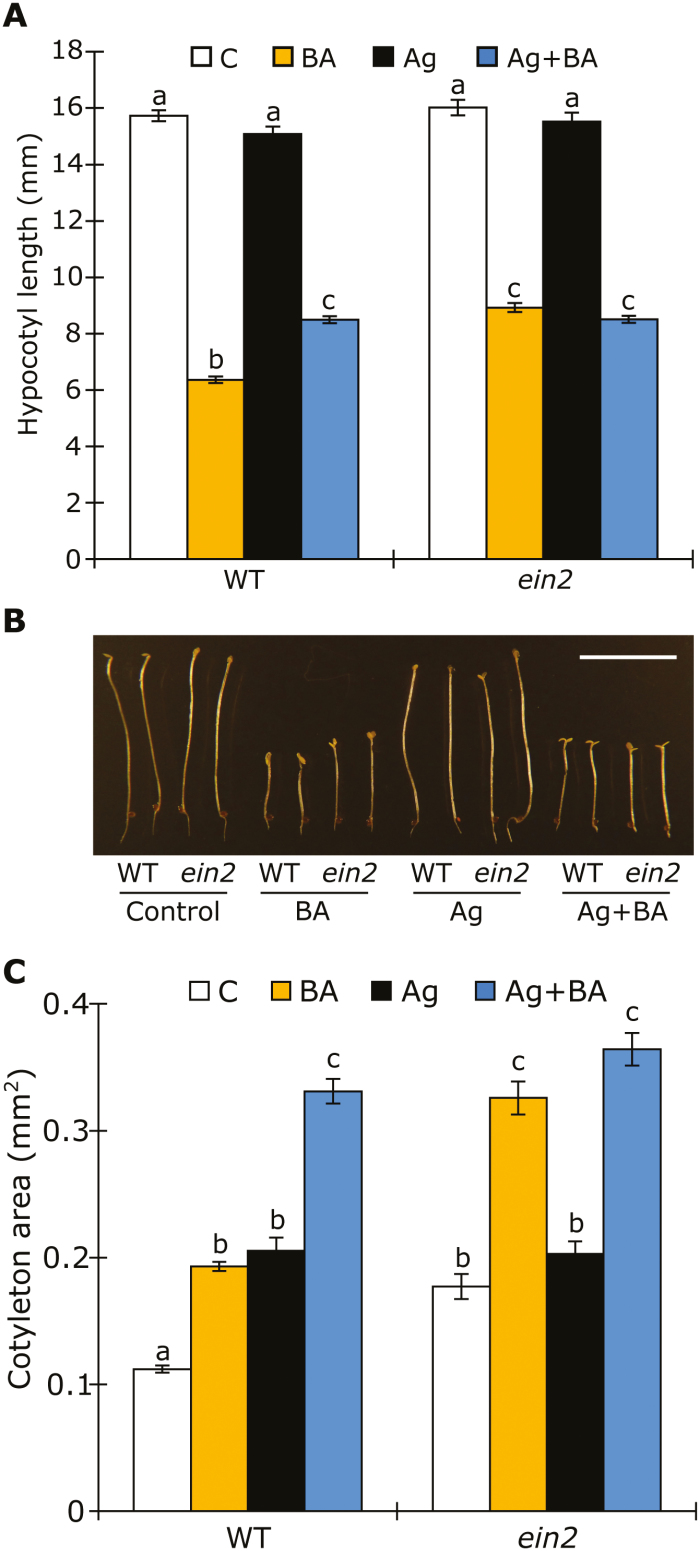
CK promotes photomorphogenesis independent of ethylene. (A) Hypocotyl length of 5-day-old etiolated WT and *ein2* seedlings growing on medium containing 10 µM AgNO_3_ (Ag) and/or 3 µM BA. C, Control. (B) Representative 5-day-old etiolated WT and *ein2* seedlings grown on medium containing 3 µM BA and 10 µM AgNO_3_. Scale bar=0 mm. (C) Area of the cotyledons of 5-day-old etiolated WT and *ein2* seedlings grown on medium containing 10 µM AgNO_3_ and/or 3 µM BA. (A, C) Error bars represent SE (*n*≥20); different letters above bars indicate statistically significant differences between experimental groups (*P*<0.05).

From these data, we conclude that CK, in addition to activating ethylene signaling and biosynthesis, induces photomorphogenic development in dark-grown seedlings (characterized by a short hypocotyl and open/expanded cotyledons) largely independent of ethylene.

### CK treatment causes a transcriptional response similar to that of light treatment

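RNA was isolated from 3 biological replicates of 4-day-old etiolated wild-type seedlings grown on 10 µM AgNO_3_, which blocks ethylene signaling, and from 3 replicates grown on 10 µM AgNO_3_ and 3 µM BA, a synthetic CK. After oligo(dT) enrichment and Illumina sequencing, the authors aligned the reads to TAIR10 with Bowtie2 and quantified every gene with RSEM. The deposited values are RSEM expected counts, which are estimated numbers of fragments per gene without normalization, and FPKM values. The expected counts summed to 10586271, 10524458 and 10518461 in control replicates 1, 2 and 3, and to 10592564, 10601965 and 10383092 in BA replicates 1, 2 and 3. The paper states a depth of approximately 21 (in 1e6 clean reads per sample), and the values given here rest on the expected counts. Of the 25175 genes with a value in at least 1 sample, 20869 had a value in every sample. The 10 genes with the most counts held 5.03% to 5.41% of the counts of a control sample and 7.06% to 7.3% of those of a BA sample.

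Expected counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test after TMM normalization, which gave factors between 0.986 and 1.018. The test covered the 19546 genes with at least 10 counts in at least 3 samples, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p below 0.05 and at least a 2-fold change are called DEGs here, whereas the paper called DEGs with NOISeq at the same fold minimum and a probability of at least 0.8. Levels are given as CPM, counts scaled to 1e6 per sample after TMM normalization, and a log2 fold change compares BA with the control. For a single gene, an exact permutation test of 3 samples against 3 cannot give a p under 0.1, so the adjusted p-values rest on the spread that edgeR estimates across genes. The square root of the common dispersion, which is about the relative spread between replicates beyond counting noise, was 0.107. A chi-square statistic over genes, divided by its degrees of freedom, was 3.08 to 14.24 for pairs of replicates, where sampling noise alone gives about 1, so all samples were kept as separate replicates. The first principal component held 83.3% of the variance and separated BA from control samples. The second held 6.3% and set control replicate 2, with a score of -30.18, apart from control replicates 1 and 3 (13.66 and 23.74). The low-count filter, the normalization, the test, the threshold and the set of replicates could each change the numbers, and each was varied.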

To investigate the ethylene-independent transcriptional response to BA, RNA-Seq was performed on 4-day-old etiolated seedlings grown on medium containing 10 µM AgNO_3_ and 3 µM BA, and on 10 µM AgNO_3_-treated control seedlings. This resulted in the identification of 2463 DEGs that were significantly up-regulated (1140) or down-regulated (1323) in response to 3 µM BA (Supplementary Table S2). 

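In edgeR's test, 11516 of the 19546 tested genes had an adjusted p below 0.05. Of these, 4011 genes (20.5% of the tested genes) also changed at least 2-fold and were called DEGs, 1841 up-regulated and 2170 down-regulated. The median absolute log2 fold change of the DEGs was 1.4. A log2 fold change of 3 or more was reached by 62 up-regulated DEGs, and one of -3 or less by 173 down-regulated DEGs. In 3971 of the DEGs (99.0%), all 3 BA samples lay on the same side of all 3 control samples. With the replicate number as a block in the same fit, 4035 genes were called, 1872 up and 2163 down. That pairing is taken from the sample labels. The deviations of samples with the same number from their group means correlated across genes at 0.016, 0.135 and 0.068 (mean 0.073), against a mean of -0.036 and a range from -0.105 to 0.054 for samples with different numbers. With each sample left out in turn, between 3198 DEGs (without control replicate 2) and 4133 DEGs (without control replicate 1) were called. Of the 4011 DEGs, 2619 (65.3%) were called in all 6 of these fits, and 0 changed sign. Dropping the fold minimum moved the number most, to 11516 genes. The criteria the paper states for NOISeq, coded anew and applied to the FPKM values, gave 2381 DEGs, of which 1099 were up-regulated and 1282 down-regulated. The part of Table S2 that was available lists 1803 genes, 1140 of them up-regulated and 663 down-regulated. Of the 1796 listed genes in the test, 1777 were also DEGs here in the same direction, and 0 had the opposite sign.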

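*CKX* genes encode the CK oxidases/dehydrogenases that degrade CK, and A-type *ARR* genes encode response regulators whose transcripts rise with CK signaling. Among 7 *CKX* genes, 5 were up-regulated DEGs. *CKX4* (AT4G29740, chromosome 4, 14566183 to 14569380 in TAIR10.1) rose from 0.222 ± 0.110 to 8.62 ± 0.521 CPM (SD, n = 3 in each group), a log2 fold change of 5.20 (SE 0.308, adjusted p = 1.82e-07 from edgeR's quasi-likelihood test). *CKX5* (AT1G75450, chromosome 1, 28314458 to 28318375) had the most counts of the family and rose from 59.5 ± 5.90 to 385 ± 23.2 CPM, a log2 fold change of 2.69 (SE 0.105, adjusted p = 1.25e-08). The log2 fold changes of *CKX3*, *CKX7* and *CKX6* were 4.00, 2.36 and 2.01. That of *CKX3* is uncertain, as it ranged from 3.42 to 5.96 when each sample was left out in turn. *CKX1* did not change beyond the replicate spread (log2 fold change 0.32, SE 0.237, adjusted p = 0.259). *CKX2*, at 0.0643 and 0.125 CPM, had too few counts to be tested. Among 10 A-type *ARR* genes, 9 were up-regulated DEGs. The largest increase was that of *ARR15* (AT1G74890, chromosome 1, 28131447 to 28133025), from 0.0626 ± 0.108 to 6.58 ± 0.842 CPM, a log2 fold change of 6.45 (SE 0.490, adjusted p = 1.06e-06). In a sample of this depth, 3 counts correspond to 0.283 to 0.289 CPM, so the control level of *ARR15* was below what could be told from 0 and the size of its fold change is uncertain. *ARR7* and *ARR16* followed with 5.44 and 4.61. The control means of *CKX4* (0.222 CPM) and *ARR16* (0.255 CPM) were also under the level of 3 counts, so the sizes of their fold changes are uncertain too. The CK marker *ARR5* (AT3G48100, chromosome 3, 17758427 to 17760950) rose from 14.4 ± 0.824 to 61.5 ± 6.45 CPM, a log2 fold change of 2.09 (SE 0.109, adjusted p = 8.50e-08). *ARR4*, *ARR9*, *ARR6*, *ARR8* and *ARR3* had log2 fold changes of 3.07, 2.10, 2.07, 1.93 and 1.44. *ARR17* reached a mean of only 0.0317 CPM with BA and was not tested.

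In each of these 14 genes every BA sample exceeded every control sample (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The replicate block left both counts at 5 and 9. Requiring 10 counts in every sample moved the numbers most, to 3 *CKX* and 6 A-type *ARR* genes, because genes with almost no counts in the controls then leave the test. The paper describes the strong up-regulation of most *CKX* and A-type *ARR* genes as matching the BA treatment.

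**Figure D1:**
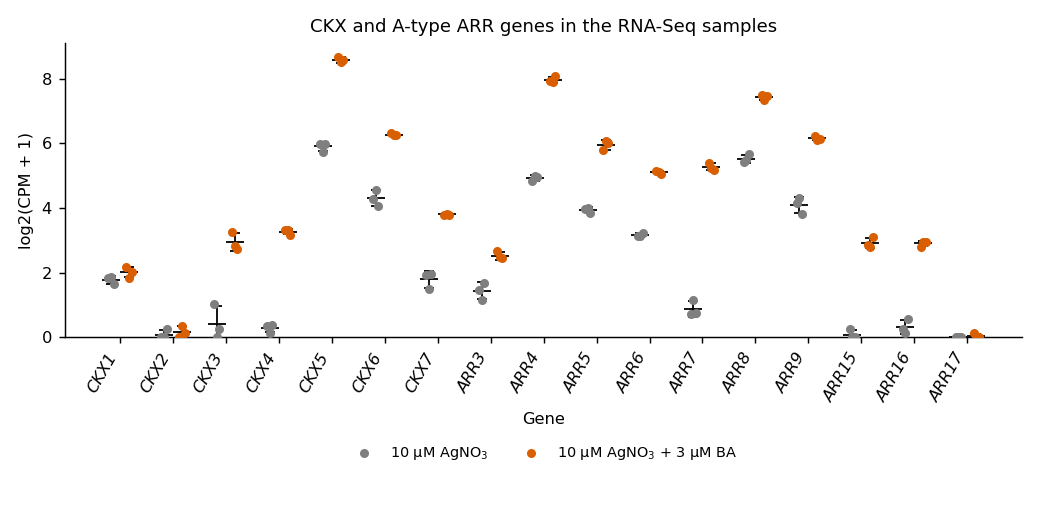
Level of each *CKX* and A-type *ARR* gene as log2(CPM + 1) in the 3 control samples (10 µM AgNO_3_, grey points) and the 3 BA samples (10 µM AgNO_3_ and 3 µM BA, orange points); black bars give the mean and SD of each group. The points of the 14 up-regulated genes do not overlap between the groups, while those of *CKX2* and *ARR17* lie near 0 in both.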

First, we analyzed CK metabolism and signaling genes in the RNA-Seq dataset and found that most *CKX* and A-type *ARR* genes were strongly up-regulated, consistent with the BA treatment (Supplementary Fig. S2A). 

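The GO annotation behind the paper's DAVID analysis was not in the files analysed here, so gene sets were formed from keywords in the gene descriptions of the reference annotation, and the DEGs in each set were compared with all other tested genes by Fisher's exact test, with Benjamini-Hochberg adjustment over 6 sets. The set of nuclear photosynthesis genes (photosystem, light-harvesting, plastocyanin, cytochrome b6 and Rubisco genes) held 64 up-regulated DEGs among 72 genes (88.9%), against 9.1% of the other genes (odds ratio 79.7, adjusted p = 2.68e-56 by Fisher's exact test). Its median log2 fold change was 1.42, and 70 of the 72 genes had a positive log2 fold change. Of 16 chlorophyll biosynthesis genes, 9 (56.2%) were up-regulated, against 9.4% of the others (odds ratio 12.4, adjusted p = 4.25e-06). Flavonoid genes were up-regulated in 7 of 20 cases (35.0% against 9.4%, odds ratio 5.19, adjusted p = 0.00167), while 3 were down-regulated. Cell wall genes (xyloglucan endotransglucosylases, expansins, extensins and pectin-modifying enzymes) changed in both directions. Of 181 such genes, 51 (28.2%) were down-regulated, against 10.9% of the others (odds ratio 3.19, adjusted p = 2.88e-10), and 32 were up-regulated. Peroxidase genes were down-regulated in 33 of 72 cases (45.8% against 11.0%, odds ratio 6.86, adjusted p = 3.30e-13). The terms response to light stimulus and response to red light, like the remaining terms of Fig. 2A (responses to bacterium, hormone stimulus and inorganic substance, and indole derivative metabolism), have no counterpart among the keywords and were not analysed here.

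With the replicate number as a block, the sets held 64, 10, 8, 51 and 33 such genes in the same order. Leaving out control replicate 2 lowered the photosynthesis count to 54. The choice of test mattered most for the sets with changes in both directions. Under camera, which compares the log2 fold changes of a set with those of all other genes and allows for correlation between genes, the adjusted p was 0.246 for the flavonoid set and 0.178 for the cell wall set. The photosynthesis, chlorophyll and peroxidase sets stayed below 0.05 under camera (7.52e-17, 4.18e-06 and 1.79e-06). Having found terms for photosynthesis, light responses, flavonoids and cell wall modification among the DEGs, the paper relates the response to BA to activated light-signaling pathways.

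**Figure D2:**
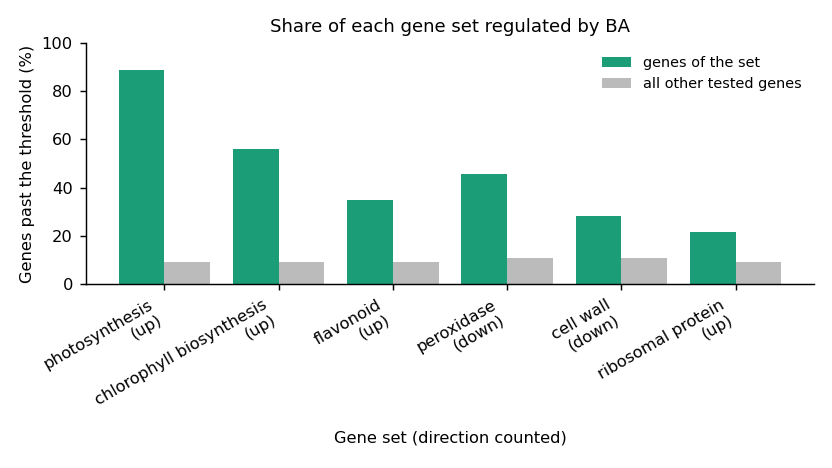
Percentage of genes called as DEGs in the stated direction, for each gene set (green bars) and for all other tested genes (grey bars). The photosynthesis set stands highest at 88.9%, and its comparison bar is at 9.1%.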

Interestingly, GO term analysis of the full dataset revealed a set of GO terms (Fig. 2A), many of which were related to activated light-signaling pathways (photosynthesis, response to light stimulus, response to red light, flavonoid biosynthesis, and cell wall modification). 

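Table S3 lists the DEGs of the paper that were also called in other published datasets, with the direction in each. It gives a light direction for 758 genes, of which 757 were among the tested genes. All 757 had an adjusted p below 0.05 in edgeR's quasi-likelihood test for the effect of BA, and 756 (99.7% of the listed genes) were DEGs in that test, with a median absolute log2 fold change of 1.43. The sign of the BA effect was opposite to that in Table S3 for 0 genes. With the replicate block, 755 of the listed genes were DEGs. The number fell furthest when control replicate 2 was left out, to 633. Since the listed genes were drawn from the paper's own DEGs, these counts describe the BA effect on them and not the size of the overlap, and Fisher's exact test for the overlap needs the full list of light-regulated genes, which was not in the files analysed here. The paper reasons from GO terms related to light signaling to this comparison, and takes the size of the overlap as significant.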

Since many GO terms were related to light signaling, we further compared our dataset to a previously published dataset of transcripts differentially expressed in response to a 6 h light treatment (Dong *et al.*, 2014), which resulted in a significant overlap of 758 genes (*P*<0.0001, Fisher’s exact test) between light-regulated and CK-regulated genes (Fig. 2B). Of these genes, 83% were co-regulated (51% co-upregulated, 32% co-downregulated) in response to BA or light (Fig. 2C). 

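For the 757 listed genes in the test, the sign of the BA effect was set beside the listed direction of the light response. In 633 of them (83.62%) BA and light acted in the same direction, with 389 genes (51.39%) up-regulated by both and 244 (32.23%) down-regulated by both. Of the 124 others, 51 rose with BA and fell with light, and 73 fell with BA and rose with light. Across genes, a share this far from 50% had p = 5.14e-83 in an exact binomial test, but genes are not independent replicates and the p does not carry the error between seedling samples. The share was also 83.62% with the replicate block, and lay between 83.29% and 83.56% when each sample was left out in turn. As the listed genes were selected as DEGs of the paper, 0 of them changed sign in these fits, and the share shifted only because 9 to 15 genes left the test, so the range does not measure the error between samples either. The lower value, found with each control sample left out, was the farthest from the full fit under any alternative.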

Furthermore, GO analysis of the overlap suggested that both BA and light treatment result in the up-regulation of genes related to photosynthesis, response to light stimulus, photosynthetic electron transport chain, chlorophyll biosynthetic process, and response to red light, while down-regulated genes are related to cell wall modification and the hydrogen peroxide catabolic process (Supplementary Fig. S2B–D). 

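Among the genes with a listed light direction, 46 belonged to the keyword set of nuclear photosynthesis genes. All 46 were up-regulated by BA as DEGs and by light, with a median log2 fold change with BA of 1.46. Chlorophyll biosynthesis genes were up-regulated by both in 5 of 7 cases, and the other 2 changed in opposite directions. Flavonoid genes rose with both in 5 of 6 cases. Of 30 listed cell wall genes, 17 were down-regulated by both, 6 changed in opposite directions, and the others rose with both. Peroxidases, which break down hydrogen peroxide, were down-regulated by both in 6 of 8 cases, and 2 changed in opposite directions. The photosynthesis, chlorophyll, cell wall and peroxidase counts were also 46, 5, 17 and 6 with the replicate block. Relative to its size, the peroxidase count moved most. It was 4 with each of the control samples left out in turn, and also 4 with 10 counts required in every sample. From GO analysis of the overlap, the paper reasons that BA and light both raise transcripts of photosynthesis and chlorophyll biosynthesis and lower those of cell wall modification and hydrogen peroxide catabolism.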

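The size of the responses to BA and light was also compared across the 755 tested genes for which Table S3 lists a log2 fold change after 6 h of light. Across genes, Spearman's rho was 0.573 and Pearson's r was 0.573. No permutation of the genes gave a rho as large (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Correlations with the responses of *cop1-4* and *det1-1* were not computed, and genes are not independent replicates. All listed genes changed at least about 2-fold in both datasets, which leaves the range near 0 empty. The rho may therefore largely reflect the shared directions, but a rho within genes of the same direction was not computed. With the replicate block, rho was 0.576. Across the 6 fits that each left out a sample, it ranged from 0.55 to 0.587, and 0.55, without control replicate 3, was the value farthest from the full fit. The gene with the largest increase under BA, AT5G39120 (log2 fold change 8.18), is listed as down-regulated by light. From the GO terms and the overlap, the paper concludes that CK and light lead to partly similar transcriptional changes.

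**Figure D3:**
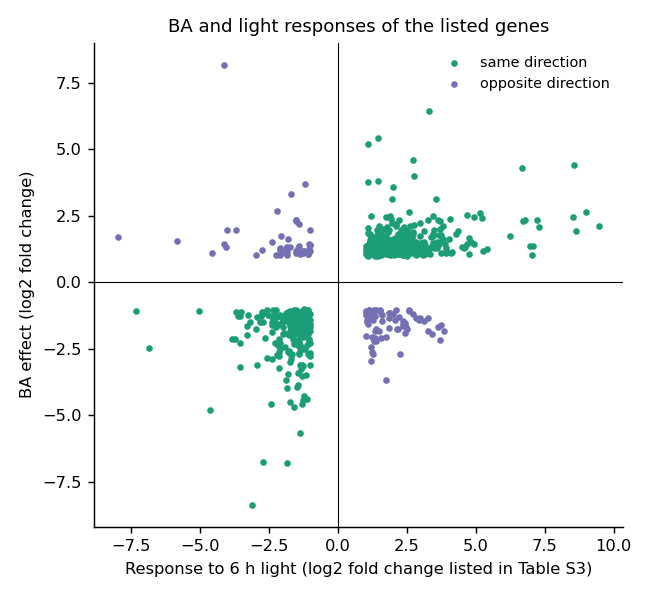
BA effect (log2 fold change, y axis) against the published response to 6 h of light listed in Table S3 (log2 fold change, x axis) for 755 genes; each point is a gene. Green points changed in the same direction and purple points in opposite directions, and the green points make up the larger part of the plot.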

As many GO terms were related to photosynthesis and light perception, and there was a large overlap with published RNA-Seq data investigating the transcriptional response to light treatment, we conclude that CK treatment of dark-grown seedlings with blocked ethylene signaling results in transcriptional changes that are partly similar to those associated with light treatment.

**Fig. 2.**
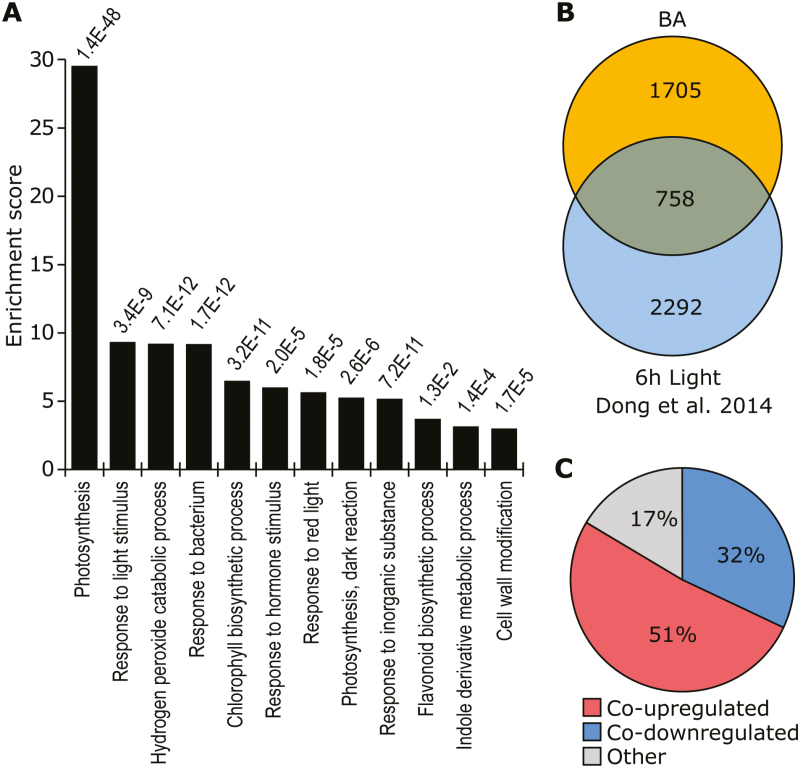
The transcriptional response to CK shows a significant overlap with the response to light treatment. (A) Gene Ontology analysis of CK-regulated genes. (B) Venn diagram showing the number of overlapping light- and CK-regulated genes. (C) Percentage of genes co-regulated by light and CK treatment.

To confirm our RNA-Seq data and the independence of CK action from ethylene, as well as the similarity of responses to those resulting from light treatment, we performed real-time qPCR on selected targets from the BA/6 h light RNA-Seq data overlap (Fig. 2B), looking at the effects of CK treatment with and without AgNO_3_ in darkness, and the effect of a 6 h white light treatment. Total RNA was extracted from 4-day-old etiolated WT plants grown in darkness on medium containing 3 µM BA with or without 10 µM AgNO_3_, and from plants grown on control medium with or without exposure to a 6 h white light treatment. Based on the GO term analysis, transcript levels of chloroplast-related genes (*LHCB1*, *PETC*), chlorophyll biosynthesis genes (*CHLI1*, *GUN4*), anthocyanin biosynthesis genes (*CHS*, *F3H*), and genes involved in cell wall elongation (*XTH30*, *XTH33*) were measured (Fig. 3). The up-regulation of the expression of the A-type ARR *ARR5*, which is a frequently used marker gene for CK induction, indicates that the BA treatment resulted in a strong CK response (Fig. 3A). In most cases, inhibition of ethylene signaling by AgNO_3_ did not change the transcriptional response to CK in the investigated genes, suggesting that the BA-dependent induction of these genes is ethylene independent. Transcript levels of genes involved in chloroplast function (Fig. 3B, C) and anthocyanin biosynthesis (Fig. 3D) were strongly up-regulated upon both BA treatment and light treatment. Genes involved in cell wall elongation (Fig. 3E) displayed a strongly reduced level of transcripts after treatment with BA or light, consistent with the observed inhibition of hypocotyl elongation (Fig. 1). Lastly, we also analyzed *SAUR9* and *SAUR14*, which are predominantly expressed in the hypocotyl and cotyledons, respectively (Sun *et al.*, 2016). We observed that while *SAUR9* is inhibited by both BA and light, *SAUR14* is up-regulated (when ethylene signaling is inhibited), consistent with the inhibition of hypocotyl elongation and cotyledon expansion observed under these conditions (Figs 3F and 1C). 

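The genes measured by qPCR also have values in the RNA-Seq samples of seedlings grown on AgNO_3_ with or without BA. *LHCB1* (AT1G29910, chromosome 1, 10472280 to 10473502 in TAIR10.1) rose from 82.8 ± 30.2 to 1310 ± 94.6 CPM (SD, n = 3 in each group), a log2 fold change of 3.99 (SE 0.238, adjusted p = 1.96e-07 from edgeR's quasi-likelihood test). This value is uncertain, because the gene sits beside the near-identical copies AT1G29920 and AT1G29930, between which the authors' counting could have split reads. AT1G29920 rose from 54.9 ± 22.8 to 486 ± 103 CPM and AT1G29930 from 3540 ± 1080 to 18700 ± 1060 CPM. The sum of the 3 genes rose from 3680 ± 1140 to 20500 ± 1190 CPM, a log2 ratio of 2.48. The log2 fold changes of the other chloroplast-related genes *PETC*, *CHLI1* and *GUN4* were 1.38, 1.29 and 1.27. For anthocyanin biosynthesis, *F3H* (AT3G51240, chromosome 3, 19025192 to 19026872) rose from 14.4 ± 4.15 to 63.3 ± 6.76 CPM, a log2 fold change of 2.13 (SE 0.167, adjusted p = 1.33e-06). *CHS* (AT5G13930) had a log2 fold change of 2.47 and *CHI* (AT3G55120) of 1.27. In the cell wall group, *XTH30* (AT1G32170, chromosome 1, 11575320 to 11578030) fell from 495 ± 74.4 to 155 ± 20.0 CPM, a log2 fold change of -1.68 (SE 0.130, adjusted p = 1.22e-06), and *XTH33* had a log2 fold change of -1.29. *SAUR9* (AT4G36110, chromosome 4, 17089934 to 17090873) fell from 5.51 ± 1.05 to 1.23 ± 0.373 CPM, a log2 fold change of -2.15 (SE 0.276, adjusted p = 4.42e-05). *SAUR14* (AT4G38840, chromosome 4, 18124978 to 18125559) rose from 6.16 ± 0.725 to 14.5 ± 2.01 CPM, a log2 fold change of 1.23 (SE 0.156, adjusted p = 4.09e-05).

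In all of these genes the BA samples lay entirely on one side of the control samples (exact permutation test, p = 0.1, the smallest p possible with 3 against 3). Table S3 lists each of them for the 6 h light treatment in the direction of its BA effect. The replicate block gave *LHCB1*, *F3H*, *XTH30*, *SAUR9* and *SAUR14* log2 fold changes of 4.05, 2.15, -1.68, -2.14 and 1.22. Among all alternatives, limma on log2(FPKM + 1), which understates changes of genes with low values, moved *SAUR9* most, to -1.60. *LHCB1* ranged from 3.71 to 4.20 over the fits that each left out a sample. The paper takes the co-regulation seen by qPCR in these targets as a sign that the comparison based on RNA-Seq is predictive.

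**Figure D4:**
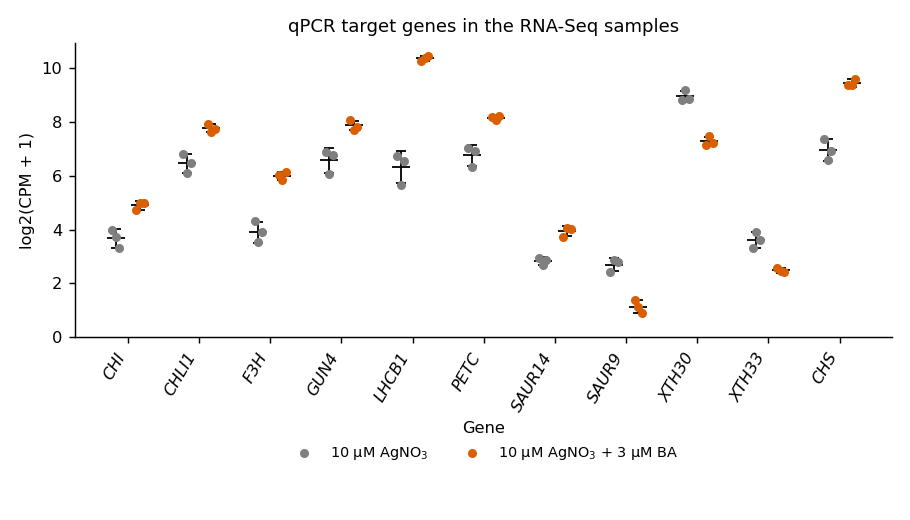
RNA-Seq level of the qPCR target genes as log2(CPM + 1) in the 3 control samples (10 µM AgNO_3_, grey points) and the 3 BA samples (10 µM AgNO_3_ and 3 µM BA, orange points), with the mean and SD of each group in black. In edgeR's fit, *LHCB1* had the largest increase, with a log2 fold change of 3.99, and *SAUR9* the largest decrease, with -2.15. On the plotted scale, which compresses low levels, the fall of *SAUR9* is smaller than that of *XTH30*.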

While we initially compared the response to BA and light using our RNA-Seq data and that of others (Dong *et al.*, 2014) (Fig. 2), the consistent co-regulation of BA and light treatment observed by qPCR in selected targets (Fig. 3) confirms the predictability of the RNA-Seq comparison made.

**Fig. 3.**
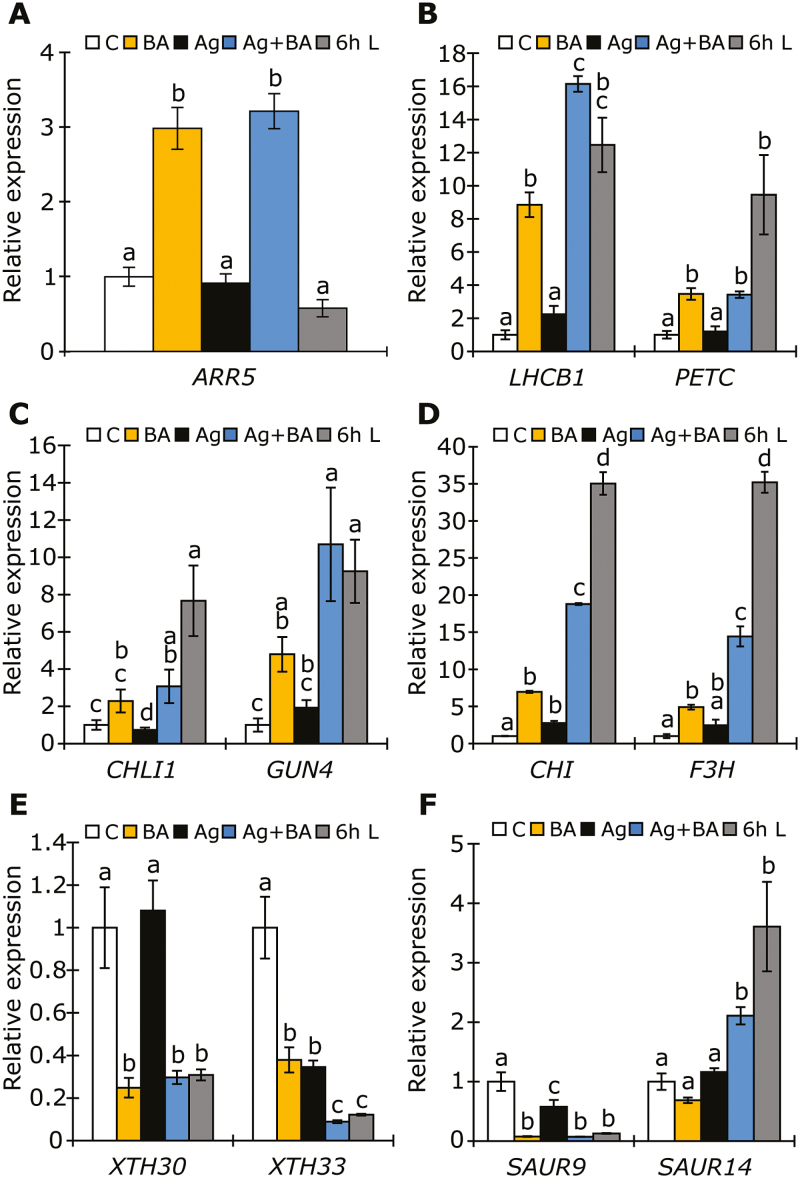
Effect of CK on transcript levels of functionally related genes. Transcript analysis by qPCR of (A) *ARR5*, (B) genes involved in chloroplast development, (C) chlorophyll biosynthesis, (D) anthocyanin biosynthesis, (E) cell wall elongation, and (F) response to auxin in 4-day-old etiolated WT seedlings grown on medium containing 3 µM BA and/or 10 µM AgNO_3_ (Ag). C, Control. Seedlings were grown in continuous darkness or received white light for 6 h prior to harvest. The transcript levels of WT in the control condition were set to 1 (*n*=4). *ACTIN2, GAPDH, RPT5*, and *TAFII15* were used as reference genes. Different letters above bars indicate statistically significant differences between experimental groups (*P*<0.05).

Thus, we conclude that, similar to the phenotypic response (Fig. 1), the effects of CK (BA treatment) resemble those of light treatment at the transcriptional level, independent of ethylene.

### Etiolated CK-signaling mutants show a reduced photomorphogenic response to CK

Although all three CK receptors and some B-type ARRs (ARR1, ARR10, and ARR12) have previously been shown to be important for the CK-dependent inhibition of hypocotyl elongation in the dark, these experiments were conducted without the inhibition of ethylene signaling (Riefler *et al.*, 2006; Argyros *et al.*, 2008). Therefore, in order to determine which CK receptor is responsible for the ethylene-independent response to BA in darkness, we analyzed *ahk2*, *ahk3*, and *cre1* single and double mutants after growth in darkness under our experimental conditions for 5 days (Fig 4A; Supplementary Fig. S3A). Analysis of the single receptor mutants revealed BA responses similar to those of the WT, regardless of the addition of AgNO_3_ (Supplementary Fig. S3A). However, analysis of the double mutants revealed a reduced response of the *cre1 ahk3* and *ahk2 ahk3* mutants, suggesting that AHK3 in combination with AHK2 or CRE1 plays a dominant role in the ethylene-independent BA response (Fig. 4A).

**Fig. 4.**
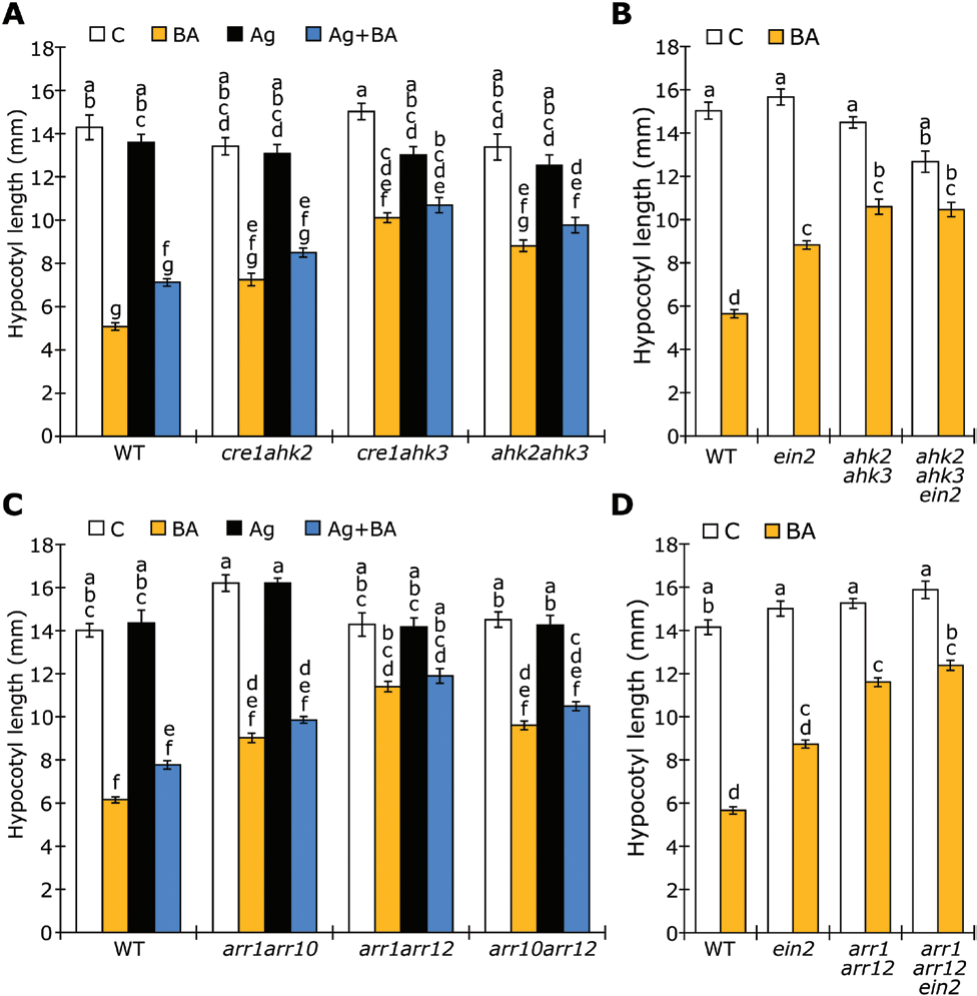
The CK receptor AHK3 and the B-type response regulators ARR1 and ARR12 are required for CK-mediated de-etiolation. Hypocotyl length of (A) 5-day-old etiolated receptor double mutants (WT, *cre1 ahk2*, *cre1 ahk3*, *ahk2 ahk3*), (B) B-type response regulator double mutants (WT, *arr1 arr10*, *arr1 arr12*, *arr10 arr12*), (C) ethylene-insensitive mutants (*ein2*) in combination with *ahk2 ahk3*, and (D) *ein2* mutants in the *arr1 arr12* background, growing on medium containing 10 µM AgNO_3_ (Ag) and/or 3 µM BA. C, Control. Error bars represent SE (*n*≥18); different letters above bars indicate statistically significant differences between experimental groups (*P*<0.05).

Similarly, although the B-type ARR mutants *arr1* and *arr12* might show a slightly reduced response to BA when not treated with AgNO_3_, the ethylene-independent response appeared largely similar to that of the WT in the *arr1*, *arr10*, and *arr12* single mutants (Supplementary Fig. S3B). To account for possible redundant functions, we further analyzed the double mutants and found that the *arr1 arr12* mutant showed reduced responsiveness to CK treatment, independently of ethylene signaling (Fig. 4C). As the *arr1 arr12* mutant exhibited reduced CK sensitivity, we performed a dose–response curve with increasing BA concentrations. While a strong gradual inhibition of hypocotyl elongation with increasing BA concentrations on media supplemented with 10 µm AgNO_3_ was observed in the WT, this inhibition was much weaker in the *arr1 arr12* mutant (Supplementary Fig. S3C). Lastly, to rule out any unknown effects of AgNO_3_ in these experiments, we generated the *ahk2 ahk3 ein2* and *arr1 arr12 ein2* triple mutants to compare their BA responsiveness to that of the *ahk2 ahk3* and *arr1 arr12* double mutants. We found that the introgression of *ein2* had no effect on the response to BA in the double mutants (Fig. 4B, D). Together, these results indicate that the receptor AHK3, in combination with either AHK2 or CRE1, and the B-type response regulators ARR1 and ARR12 play a prominent role in the regulation of hypocotyl elongation in response to CK.

To see whether ARR1 and ARR12 are also important for the transcriptional response to BA, transcript levels of marker genes (see also Fig. 3) were measured in the *arr1 arr12* mutants (Fig. 5). The transcript level of the CK-responsive *ARR5* gene was reduced in the *arr1 arr12* mutant in comparison to the WT; however, there was still a slight induction of expression by BA treatment in comparison to control conditions (Fig. 5A). This indicates that ARR1 and ARR12 act redundantly with other B-type ARRs to induce the expression of *ARR5*, which is consistent with previous reports (Mason *et al.*, 2005). Transcript levels of genes involved in chloroplast function (*LHCB1*, *CHLI*) were strongly reduced in *arr1 arr12* mutants in response to BA treatment relative to expression in the WT (Fig. 5B, C). *SAUR14* and *CHS* were also less responsive to BA in *arr1 arr12* mutants relative to WT, indicating that for these genes, gene expression is mediated through ARR1 and ARR12. In line with our previous results (Fig. 3), the BA-dependent regulation of these light-responsive genes is largely independent on ethylene signaling, and this finding suggests that the CK-dependent regulation of the investigated genes is mediated through ARR1 and ARR12.

**Fig. 5.**
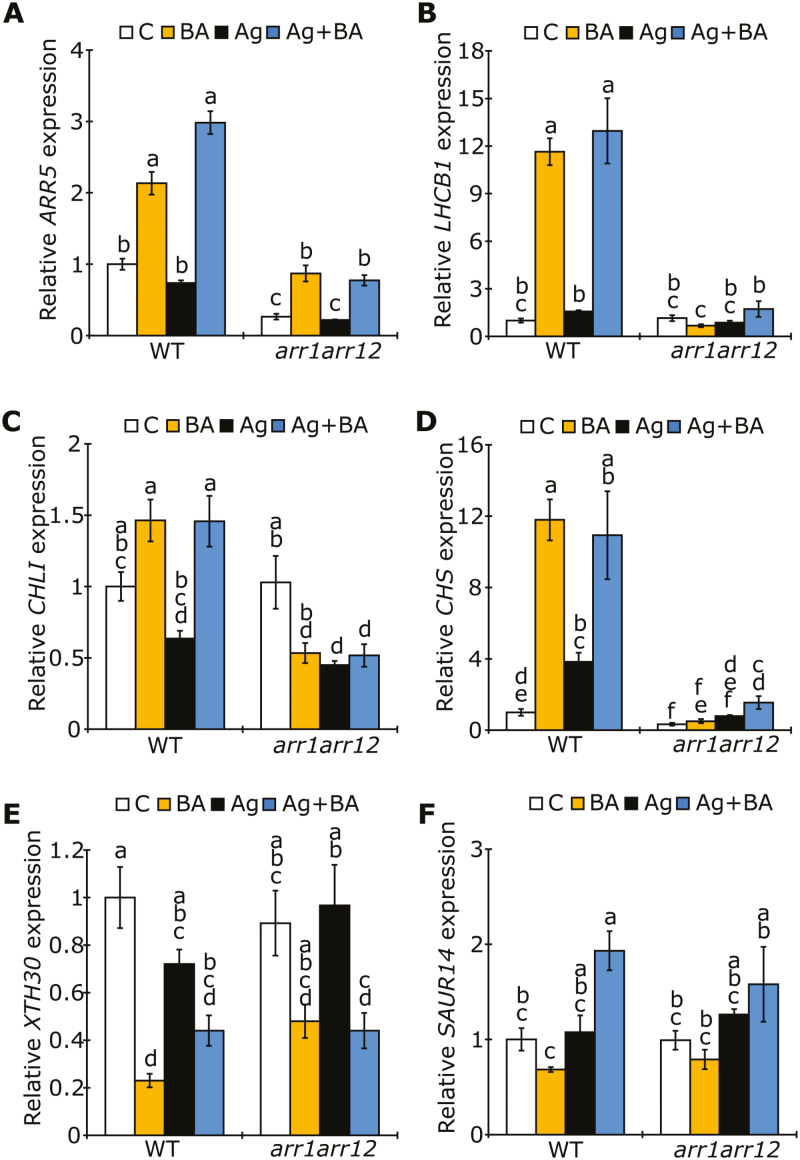
Light-regulated genes are less responsive to CK in the *arr1 arr12* mutant. Transcript analysis by qPCR of (A) *ARR5*, (B) genes involved in chloroplast development, (C) chlorophyll biosynthesis, (D) anthocyanin biosynthesis, (E) cell wall elongation, (F) and response to auxin, in 4-day-old etiolated WT and *arr1 arr12* seedlings grown on medium containing 3 µM BA and/or 10 µM AgNO_3_ C, control. The transcript level of WT in the control condition was set to 1 (*n*=4). *GAPDH*, *RPT5*, and *TAFII15* were used as reference genes. Different letters above bars indicate statistically significant differences between experimental groups (*P*<0.05).

### The photomorphogenic mutants *cop1, det1*, and *cin4* are CK insensitive

Our results suggest that BA treatment of dark-grown seedlings results in a reduction of hypocotyl length and the expansion of cotyledons, as well as a transcriptional response partly similar to that achieved by light treatment (Fig. 1). In order to identify a possible point of convergence between the CK and light-induced pathways, several light-signaling mutants were tested for altered responses to CK treatment in darkness. As HY5 is a a major positive regulator of photomorphogenesis and shown to accumulate after BA treatment (Vandenbussche *et al.*, 2007), the effect of CK on hypocotyl elongation was investigated first in *hy5* (Supplementary Fig. S4) and *hy5 hyh* (results not shown) mutants. Both mutants responded to BA treatment in a similar manner as the WT, suggesting that HY5 and its close homolog HYH are not responsible for the CK-induced inhibition of hypocotyl elongation. Next, we investigated hypocotyl elongation in response to BA in the photomorphogenic mutants *cop1*, *det1*, and *cin4/cop10*. Unlike in the WT, the reduction in hypocotyl elongation upon BA treatment was almost completely lost in these mutants, which already had a markedly shortened hypocotyl under control conditions (Fig. 6A). To investigate whether the short photomorphogenic hypocotyl of *cop1* was the reason for the non-responsiveness to BA, the *hy5* mutant was crossed with the *cop1* mutant, which partially rescued the short-hypocotyl phenotype of *cop1* under control conditions. Although significantly longer than *cop1-4* when grown in darkness, the *hy5 cop1-4* double mutant was largely CK insensitive, consistent with a role for COP1 in the ethylene-independent CK regulation of hypocotyl elongation (Supplementary Fig. S4). Together, these results indicate that a group of negative regulators of photomorphogenesis are necessary for the ethylene-independent CK response resulting in inhibition of hypocotyl elongation in the dark.

**Fig. 6.**
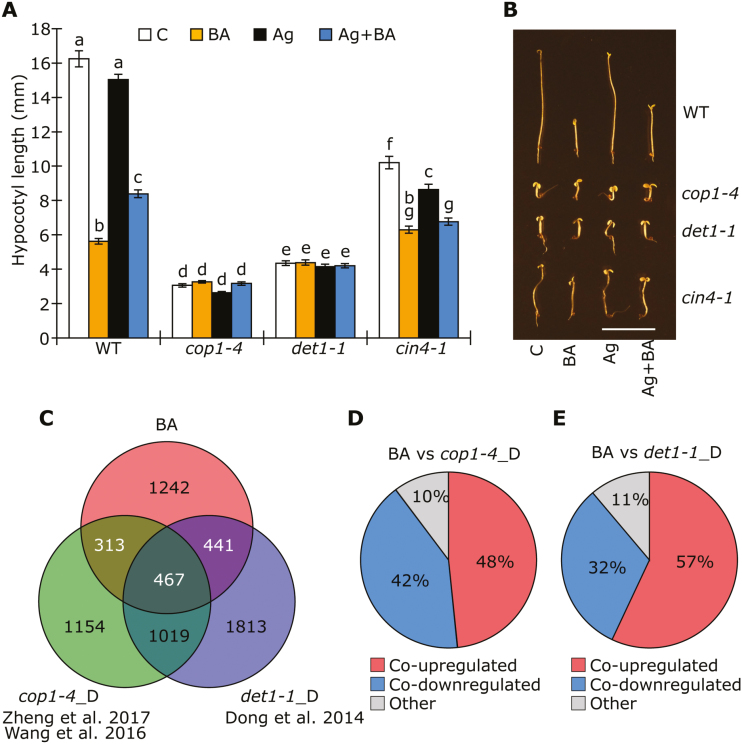
The *cop1, det1*, and *cin4* mutants are insensitive to CK in darkness. (A) Hypocotyl length of 5-day-old etiolated mutant seedlings growing on medium containing 10 µM AgNO_3_ (Ag) and/or 3 µM BA. C, Control. Error bars represent SE (*n*≥21); different letters above bars indicate statistically significant differences between experimental groups (*P*<0.05). (B) Representative 5-day-old etiolated WT, *cop1-4*, *det1-1*, and *cin4-1* seedlings grown on medium containing 3 µM BA in combination with 10 µM AgNO_3_. Scale bar=10 mm. (C) Venn diagram showing the number of overlapping regulated genes in WT treated with BA and in both *cop1-4* and *det1-1* mutants. (D) Percentage of co-regulated genes in WT treated with CK and in *cop1-4* mutants. (E) Percentage of co-regulated genes in WT treated with CK and in *det1-1* mutants.

On the basis of the above-described phenotypic observations, we expected that the *cop1*, *det1*, and *cin4* mutants would also be largely insensitive at the transcriptional level to BA treatment in the dark. Furthermore, as these mutants phenotypically resemble BA+AgNO_3_-treated WT seedlings (Fig. 6B), there might be a transcriptional overlap between the mutants and BA-treated WT seedlings. To test this hypothesis, we used two RNA-Seq datasets comparing *cop1-4* to the WT grown in darkness from the literature (Wang *et al.*, 2016; Zheng *et al.*, 2017). By comparing these two datasets, we found 2953 genes consistently 2-fold deregulated in *cop1-4*. Furthermore, we examined a list of *det1-1* regulated genes in seedlings grown in darkness (Dong *et al.*, 2014). 

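*cop1-4* and *det1-1* seedlings develop in darkness as if in light. Table S3 gives a direction in both published *cop1-4* datasets for 780 of the BA-regulated genes, and a direction in *det1-1* for 907. Of these, 777 and 902 were among the genes tested for the effect of BA, and each had an adjusted p below 0.05 in edgeR's quasi-likelihood test. For *cop1-4*, 773 genes (99.1% of those listed) were DEGs, with a median absolute log2 fold change of 1.47. For *det1-1*, 895 genes (98.7%) were DEGs, with a median of 1.42. With the replicate block, the numbers were 774 and 899. Both were lowest without control replicate 2, at 646 and 737. As the listed genes come from the paper's DEGs, the counts describe the BA effect on them, and the significance of the overlaps could not be recomputed without the full lists for the mutants, which were not in the files analysed here.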

By comparing these datasets with the BA-regulated genes, we found significant overlaps between both *cop1-4*/BA (780 genes) and *det1-1*/BA (908 genes) (Fig. 6C; Supplementary Table S3). 

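Of the 777 tested genes listed for *cop1-4*, 695 (89.45%) changed with BA in the direction listed for the mutant in both datasets, 373 of them up and 322 down. The remaining genes comprised 58 that rose with BA and were lower in *cop1-4*, and 24 with the reverse pattern. Of the 902 tested genes listed for *det1-1*, 804 (89.14%) changed in the same direction, 514 up and 290 down, while 39 rose with BA and were lower in the mutant, and 59 fell with BA and were higher in the mutant. Exact binomial tests across genes against 50% gave p = 7.38e-122 and p = 1.23e-138, with the reservation that genes are not independent replicates. The replicate block gave the same shares, 89.45% and 89.14%. Over the fits that each left out a sample, the share lay between 89.31% and 89.66% for *cop1-4* and between 89.06% and 89.53% for *det1-1*, with 0 changes of sign among the listed genes, which were selected as DEGs, so that only genes leaving the test moved the shares. Counting a direction in either *cop1-4* dataset instead of both gave 89.29% of 1036 genes. The largest move was that of the *det1-1* share, to 90.21%, with only genes that had 10 counts in every sample. From these shares the paper reasons that loss of COP1 or DET1 and BA treatment of the wild type bring about a partly similar response.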

Furthermore, 90% and 89% of these genes were co-regulated in *cop1-4* and *det1-1* relative to BA treatment, respectively, suggesting that mutation of these genes results in a partly similar response to that of WT treated with BA (Fig. 6D, E). 

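The keyword gene sets used for the full dataset were also counted among the genes listed for the mutants. For *cop1-4*, all 25 listed photosynthesis genes were up-regulated in the mutant and were up-regulated DEGs with BA. In *det1-1*, the same held for all 47. Flavonoid genes were up-regulated in both conditions in 5 of 6 cases for each mutant. Of the listed chlorophyll biosynthesis genes, 6 of 9 were up-regulated by BA and in *det1-1*, whereas for *cop1-4* it was 0 of 3, and all 3 changed in opposite directions. Of 12 peroxidase genes listed for *cop1-4*, 11 were tested, and all 11 were down-regulated by BA and in the mutant. Of 18 listed for *det1-1*, 16 were tested. Of these, 11 were down-regulated by BA and in the mutant, and 3 changed in opposite directions. For cell wall genes the numbers were 12 of 19 for *cop1-4* and 8 of 20 for *det1-1*. A further 3 and 4 changed in opposite directions, and the others did neither. In the full dataset, for comparison, 64 of 72 photosynthesis genes were up-regulated DEGs and 33 of 72 peroxidase genes were down-regulated. The replicate block changed none of the photosynthesis, chlorophyll, peroxidase and cell wall counts (25, 0, 11 and 12 for *cop1-4*, and 47, 6, 11 and 8 for *det1-1*). The peroxidase count for *cop1-4* moved most, to 7 without control replicate 2. Comparing the GO terms of the co-regulated genes with those of all BA-regulated genes, the paper proposes that COP1 and DET1 might be essential for the photomorphogenic CK response.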

Lastly, GO term analysis of genes co-regulated by BA and *cop1-4* or *det1-1* showed a remarkable similarity to the GO term analysis of all genes regulated by BA (Supplementary Fig. S5A, B;Fig. 2A), which indicates that COP1 and DET1 might be essential for the photomorphogenic CK response.

To provide further support for the transcriptomic analysis and to investigate the sensitivity to BA of these mutants at the transcriptional level, the ethylene-independent CK effect was analyzed based on the transcript levels of marker genes (see Fig. 3) in 4-day-old etiolated seedlings. Although it was suppressed in *cop1* and *det1* under control conditions, we confirmed that *ARR5*, a transcriptional marker for the central CK response, is still up-regulated in response to BA in *cop1*, *det1*, and *cin4* when grown on AgNO_3_, suggesting that the CK-signaling pathway is fully functional in these mutants (Fig. 7A). Transcript levels of *LHCB1*, *PETC*, *CHL1*, *F3H*, and *SAUR14* were promoted in response to BA in the WT, while *XTH30* and *SAUR9* were suppressed (Fig. 7B–H). A similar observation for transcriptional behavior was also shown in the WT after CK treatment (Fig. 3).Furthermore, in line with the suggested transcriptional overlap (Fig. 6), *cop1*, *det1*, and *cin4* mutants showed regulation under control conditions (treatment with AgNO_3_ alone) similar to BA-treated WT (AgNO_3_ + BA); these mutants have constitutively active light signaling, and these findings thus again confirmed the light-mimicking effect of CK. Importantly, in most cases, changes in basal expression and a strikingly reduced response to BA treatment was observed in the three mutants, suggesting that COP1, DET1, and CIN4 not only regulate the same genes as BA in darkness, but also are required for BA responsiveness.

**Fig. 7.**
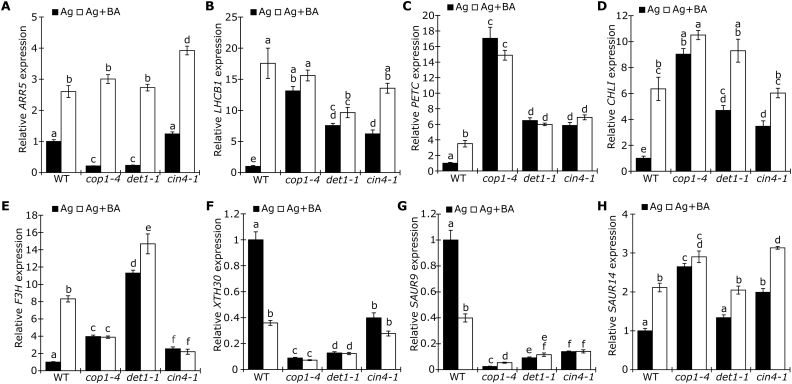
Effect of CK on transcript levels of functionally related genes in the *cop1, det1*, and *cin4* mutants. Transcript analysis by qPCR of (A) *ARR5*, (B, C) genes involved in chloroplast development, (D) chlorophyll biosynthesis, (E) anthocyanin biosynthesis, (F) cell wall elongation, and (G, H) response to auxin in 4-day-old etiolated WT, *cop1-4*, *det1-1*, and *cin4-1* seedlings grown on medium containing 10 µM AgNO_3_ with or without 3 µM BA. The transcript level of WT in the control condition was set to 1 (*n*≥4). *GAPDH, RPT5*, and *UBC21* were used as reference genes. Different letters above bars indicate statistically significant differences between experimental groups (*P*<0.05).

Taken together and considering the phenotypic analysis of the mutants, these results suggest that COP1, DET1, and CIN4 might be important for the transcriptional response to CK.

### Light triggers a switch in CK function

As our results suggest that COP1, DET1, and CIN4 are required for CK-dependent photomorphogenesis in darkness, we hypothesized that light, which inhibits the function of these factors, would also inhibit the effects of CK on suppressing hypocotyl elongation. To test this hypothesis, we grew WT and *ein2* seedlings with or without 3 µM BA under increasing fluence rates of white light. As reported above, the addition of BA in darkness resulted in a strong inhibition of hypocotyl elongation in both the WT and the *ein2* mutant (Figs 1 and 8A). When the fluence rate of light was increased to 10 µmol m^−2^ s^−1^, the relative effect of the addition of BA decreased to a point of almost no response. This is consistent with the hypothesis that light, possibly acting through COP1/DET1/CIN4, inhibits the effects of BA (Fig. 8A). Interestingly, when we further increased the fluence rate of light to 50 µmol m^−2^ s^−1^ we observed a CK-dependent promotion of hypocotyl elongation (Fig. 8A, B). As this effect was also observed in the *ein2* mutant, albeit to a slightly lesser degree, we conclude that in light, the CK-dependent promotion of hypocotyl elongation is independent of ethylene, similar to the CK-dependent inhibition of hypocotyl elongation in darkness.

**Fig. 8.**
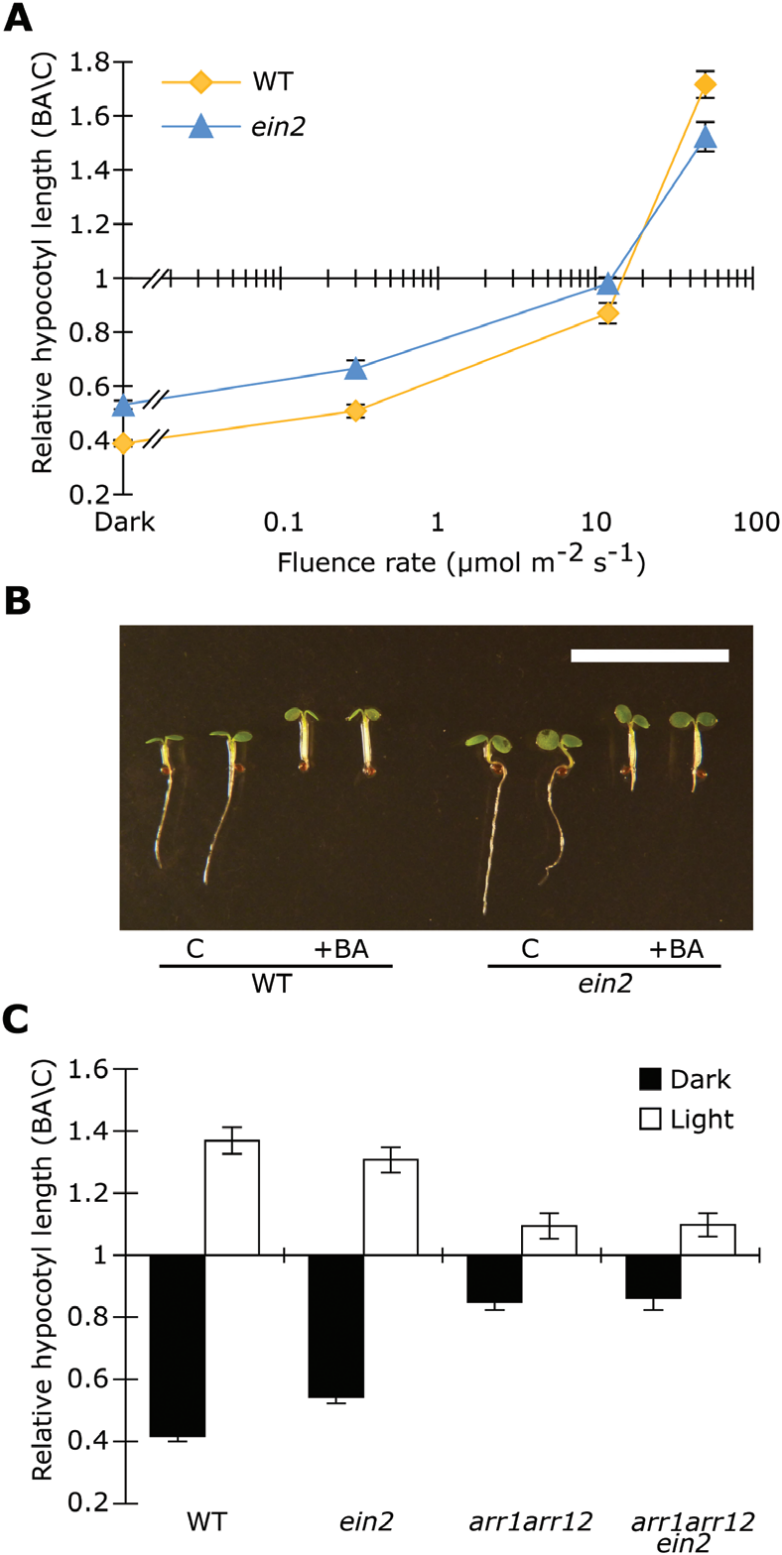
Light inhibits the CK-dependent suppression of hypocotyl elongation. (A) Relative hypocotyl length of 5-day-old WT and *ein2-1* seedlings growing on medium with or without 3 µM BA under different light fluence rates (0–50 µmol m^−2^ s^−1^). The data are presented as the ratio of BA-treated seedlings to seedlings grown under control conditions. Error bars represent SE (*n*≥24). Experiments were performed at least twice; results from one representative experiment are shown. (B) Representative 5-day-old WT and *ein2-1* seedlings grown on medium with or without 3 µM BA. Scale bar=10 mm. (C) Relative hypocotyl length of 5-day-old WT, *ein2*, *arr1arr12*, and *arr1arr12ein2* seedlings growing on medium with or without 3 µM BA in the dark or in light (50 µmol m^−2^ s^−1^). Data are presented as in (A). Error bars represent SE (*n*≥20).

To investigate whether the promotion of hypocotyl elongation induced by CK is regulated by the same B-type ARRs as the inhibitory effects seen in darkness, WT, *ein2*, *arr1 arr12*, and *arr1 arr12 ein2* mutants were grown in darkness and under 50 µmol m^−2^ s^−1^ of white light for 5 days. Compared with the WT, the *arr1 arr12* seedlings showed a strongly reduced response in light as well as a strongly reduced response in darkness, as has been previously shown (Figs 4D, 8C; Supplementary Fig. S3C), suggesting that ARR1 and ARR12 are important regulators of both of these responses. Furthermore, as the *arr1 arr12 ein2* triple mutant behaved in a similar fashion to the *arr1 arr12* mutant in both conditions, we conclude that the CK-dependent regulation of hypocotyl elongation is largely ethylene independent, regardless of the light conditions (Fig. 8C).

In conclusion, in line with the importance of COP1/DET1/CIN4 in the CK-induced inhibition of hypocotyl elongation in darkness, the addition of light suppresses this BA-dependent phenotypic response. However, greater amounts of light surprisingly result in a switch of the response, whereby CK action changes from an inhibitor to a promoter of hypocotyl elongation.

## Discussion

In this study, we re-examined the CK response in dark-grown seedlings by using hypocotyl elongation as a proxy for the CK response. CK promotes photomorphogenic development largely independent of ethylene signaling. The de-etiolated phenotype of CK-treated seedlings correlates with a transcriptional response resembling a light treatment or a mutation in the *COP/DET/FUS* loci. Furthermore, inhibition of the COP1/CDD module by mutation resulted in CK insensitivity with regard to both hypocotyl elongation and transcriptional regulation of marker genes, suggesting a prominent role of these factors in the pathway by which CK promotes photomorphogenesis. A model describing our findings is shown in Fig. 9. These intricate connections between the light- and CK-signaling networks provide an initial molecular framework for further investigation.

**Fig. 9.**
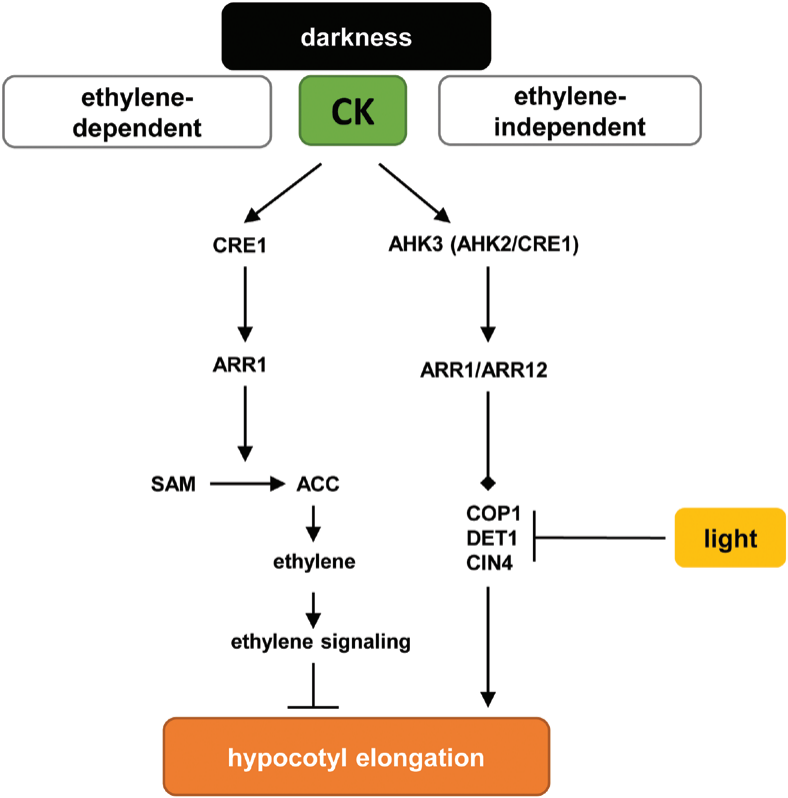
Model for the CK-dependent photomorphogenic response in etiolated Arabidopsis seedlings. Dark-grown seedlings undergo skotomorphogenesis, which is characterized by elongation of the hypocotyl, closed cotyledons, and the formation of an apical hook. In the presence of CK, a photomorphogenic response results in the inhibition of hypocotyl elongation. This response can be either ethylene dependent (Cary *et al*, 1995; Woeste *et al.*, 1999; Hansen *et al.*, 2009) or ethylene independent (as reported in this study). In the ethylene-independent signaling pathway, the CK signal is mediated through AHK3, in cooperation with either AHK2 or CRE1/AHK4, via the B-type ARRs ARR1 and ARR12 to inhibit hypocotyl elongation via the modulation of COP1/DET1/CIN4. ACC, 1-aminocyclopropane-1-carboxylic acid; SAM, *S*-adenosyl-l-methionine.

### CK promotes photomorphogenesis largely independent of ethylene signaling

Although it is known that CK promotes photomorphogenic development in darkness (Chory *et al.*, 1994), the underlying molecular networks mediating this response are still largely unknown. Moreover, it has been suggested that this photomorphogenic response to CK is mediated by increased ethylene biosynthesis (Cary *et al.*, 1995). However, the fact that high CK levels induce the opening of cotyledons and the emergence of true leaves (Chory *et al.*, 1994; Riefler *et al.*, 2006) suggests the presence of an ethylene-independent pathway by which CK induces photomorphogenic development in dark-grown seedlings.

Here, we have re-examined the role of CK and ethylene in the inhibition of hypocotyl elongation in darkness. As previously reported (Cary *et al.*, 1995), BA treatment resulted in a strong inhibition of hypocotyl elongation and a seedling morphology resembling the ethylene triple response (Fig. 1A, B). However, the inhibition of ethylene signaling by AgNO_3_, AVG, or the use of the ethylene-insensitive *ein2* mutant revealed that the majority of the CK-induced inhibition of hypocotyl elongation is largely ethylene independent (Fig. 1A, B; Supplementary Fig. S1B). Thus, these data suggest that the triple response observed when seedlings are treated with CK might mask CK-dependent photomorphogenic development, which can be overcome either by the addition of very high levels of CK (Chory *et al.*, 1994) or by inhibiting ethylene signaling (as we found in this study).

To further characterize the ethylene-independent de-etiolation response to CK, we performed RNA-Seq analysis. This identified 2463 DEGs in many biological processes, but especially related to light signaling, photosynthesis, and cell wall modifications in GO term analysis (Fig. 2A; Supplementary Fig. S2B–D). In addition, comparison of these DEGs with genes responsive to a 6 h light treatment revealed a significant overlap, indicating that CK treatment might result in the activation of light-signaling networks (Fig. 2B, C).

In conclusion, with this set of experiments we demonstrated that CK promotes de-etiolation in dark-grown seedlings largely independent of ethylene signaling, and that this response resembles a light treatment, both phenotypically and at the transcriptomic level.

### CK regulates photomorphogenic responses through the action of mainly the AHK3 receptor and ARR1 and ARR12 B-type response regulators

CK perception and signaling has been elucidated in detail in *Arabidopsis thaliana* (for review, see Kieber and Schaller, 2014). Distinct functions have been attributed to the different parts of the CK-signaling pathway. For instance, the CK receptors AHK2, AHK3, and CRE1 have been assigned a variety of developmental and physiological functions (Higuchi *et al.*, 2004; Nishimura *et al.*, 2004; Riefler *et al.*, 2006). Our results suggest that AHK3, in combination with either AHK2 or CRE1, is involved in mediating the CK signal in dark-grown seedlings (Fig. 4A). These results are in line with the finding that AHK3 is important for CK-induced photomorphogenesis (Riefler *et al.*, 2006) and with the recent discovery that a combined loss of AHK3 and AHK2 results in retarded chloroplast development during the transition from dark to light (Cortleven *et al.*, 2016). Moreover, from an evolutionary perspective, AHK2 and AHK3 are more closely related to each other than to CRE1/AHK4, and both receptors are predominantly expressed and active in shoot tissues (Ueguchi *et al.*, 2001; Higuchi *et al.*, 2004; Stolz *et al.*, 2011).

Downstream of the CK receptors, the B-type response regulators mediate CK activity. In this study, we focused on the transcription factors ARR1, ARR10, and ARR12, since these are known to be responsible for most CK-related responses (Mason *et al.*, 2005; Yokoyama *et al.*, 2007; Argyros *et al.*, 2008; Ishida *et al.*, 2008). The *arr1 arr12* mutant clearly exhibited a diminished CK response in comparison to WT, both in terms of hypocotyl elongation and at the molecular level (Fig. 4B, D, Fig. 5). This points to a redundant role for ARR1 and ARR12 in CK-mediated de-etiolation and corresponds to previous reports showing that these B-type response regulators are involved in the ethylene-dependent CK response and its effect on hypocotyl elongation during growth in the dark (Argyros *et al.*, 2008). Redundant functions for ARR1 and ARR12 have also been shown for chloroplast development (Cortleven *et al.*, 2016) and protection against high light levels (Cortleven *et al.*, 2014).

B-type response regulators act through directly binding to specific sites on the promotor region of CK-regulated genes, resulting in transcriptional responses (Rashotte *et al.*, 2003; Brenner *et al.*, 2005; Taniguchi *et al.*, 2007; Brenner and Schmülling, 2012; Bhargava *et al.*, 2013). Recently, a list of putative ARR1, ARR10, and ARR12 targets has been published (Zubo *et al.*, 2017; Xie *et al.*, 2018). We explored whether any of our investigated marker genes and components of the light-signaling pathway are among the targets of these B-type ARRs. Both COP1 and HY5 were found to be putative targets of ARR1, ARR10, and ARR12 (Xie *et al.*, 2018). Similarly, PIF3, PIF4, and PIF5 were also found to be possible targets of these B-type RRs (Zubo *et al*, 2017; Xie *et al.*, 2018). 

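In the RNA-Seq samples, *COP1* (AT2G32950, chromosome 2, 13977881 to 13983609 in TAIR10.1) had 32.2 ± 0.942 CPM in the control and 32.2 ± 1.44 CPM with BA (SD, n = 3 in each group; adjusted p = 0.977 from edgeR's quasi-likelihood test). *HY5* (AT5G11260, chromosome 5, 3593335 to 3595073) rose from 24.0 ± 3.54 to 46.9 ± 0.956 CPM. Its log2 fold change of 0.97 (SE 0.112, adjusted p = 2.01e-05) was larger than the spread between replicates and just under the 2-fold minimum for a DEG. With the replicate block it was 0.98. When each sample was left out in turn, it ranged from 0.84 to 1.03, the largest move being that without control replicate 2. *PIF3* (AT1G09530) fell from 29.2 ± 2.82 to 21.6 ± 1.13 CPM (log2 fold change -0.43, SE 0.107, adjusted p = 0.00437), less than the fold minimum. *PIF4* (AT2G43010) and *PIF5* (AT3G59060) did not differ beyond the replicate spread, with log2 fold changes of -0.13 (adjusted p = 0.303) and -0.09 (adjusted p = 0.541). None of the 5 genes passed the fold minimum of the DEGs. The paper counts the expression of these components as not altered, and from their place among published B-type ARR targets it proposes that CK signaling might act on their transcriptional regulation in a context-dependent manner.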

Although we did not find an altered expression level of these light-signaling components after CK treatment (Supplementary Table S2), these data clearly indicate that the CK-signaling pathway might directly interact with the transcriptional regulation in a context-dependent manner and through an as yet unknown mechanism. Only a few of the strongly regulated CK marker genes were among the putative B-type ARR targets, again indicating a certain discrepancy between the developmental stage (de-etiolation) and the conditions used in the experiments of Zubo *et al.* (2017) and Xie *et al.* (2018).

Taken together, our findings show that a functional CK-signaling pathway is essential for the ethylene-independent CK response and its effect on hypocotyl elongation during photomorphogenesis.

### The COP1/CDD module links CK and light signaling

Although CK is known to regulate many light-induced responses, including the inhibition of hypocotyl elongation, and the accumulation of chlorophyll and anthocyanin, few direct links between CK and the light-signaling networks have been described (Chory *et al.*, 1994; Das *et al.*, 2012; Cortleven *et al.*, 2016). An exception is the role of the central positive regulator of photomorphogenesis, HY5, which was shown to be required for CK-induced anthocyanin accumulation under blue light (Vandenbussche *et al.*, 2007). Moreover, HY5 protein levels accumulated in response to CK treatment in WT seedlings, while no additional accumulation was observed in the *cop1* mutant, suggesting that COP1 might play a role in mediating the role of CK in anthocyanin accumulation. Although our results rule out a role of HY5 in the response to CK in darkness, the negative regulators of photomorphogenesis, COP1, DET1, and CIN4/COP10, appear to be largely required for this response (Fig. 6; Supplementary Fig. S4). 

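In Table S3, 1221 genes have a direction in both *cop1-4* datasets or in *det1-1*, which is 49.6% of the paper's 2463 DEGs. The part listed for *cop1-4* as well as *det1-1* holds 466 genes. Of the 1221 genes, 1206 (98.8%) were DEGs in edgeR's test for the effect of BA, and of the 466 genes, 462 were. Taken as a share of the 4011 DEGs of that test, the 1206 genes make up 30.1%, a lower bound, because genes that the paper did not call have no entry in Table S3. Fitted with the replicate number as a block, 1209 of the listed genes were DEGs. The number was lowest, at 999, without control replicate 2.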

By comparing the DEGs in response to BA with genes misregulated in *cop1* and *det1*, we found that ~50% of the BA-regulated genes were also regulated by COP1 and/or DET1 (Fig. 6C–E). Importantly, we further showed that the transcriptional response to CK in the *cop1*, *det1*, and *cin4* mutants was strongly reduced (Fig. 7). As these constitutive photomorphogenic mutants are largely insensitive to CK at both the phenotypic and the transcriptional level, we conclude that the promotion of de-etiolation by CK might require a functional COP1/CDD module. This is in agreement with a study demonstrating that a mutant of the pea *COP1* homolog, *LIP1,* also shows a reduced response to isopentenyladenine. This also suggests the requirement for a functional COP1 in CK responses (Sullivan and Gray, 2000).

The ability of COP1 to target positive regulators of photomorphogenesis for degradation is inhibited by light-dependent nuclear exclusion (Pacín *et al.*, 2014). Interestingly, under light conditions, ethylene inhibition of photomorphogenesis as a result of decreased HY5 stability is achieved through the promotion of COP1 nuclear localization (Yu *et al.*, 2013). Although appealing, a mechanism by which CK regulates COP1 cellular localization appears to be unlikely, as it has previously been shown that COP1-GUS is unaffected by CK treatment in etiolated seedlings (von Arnim *et al.*, 1997). Alternatively, COP1 and the CDD complex could be either transcriptionally down-regulated or directly inhibited by CK (via B-type ARRs) in the nucleus. Although transcriptional regulation is not supported by the results of our RNA-Seq experiment (Supplementary Table S2), in these scenarios CK treatment would result in the accumulation of photomorphogenesis-promoting COP1 targets other than HY5, as our data suggest that HY5 is not required for the CK-induced inhibition of hypocotyl elongation (Supplementary Fig. S4). 

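Transcript levels of COP1 and of the members of the CDD complex, COP10, DDB1 and DET1, were read from the same RNA-Seq samples. *COP1* had 32.2 ± 0.942 CPM in the control and 32.2 ± 1.44 CPM with BA (SD, n = 3 in each group; adjusted p = 0.977 from edgeR's quasi-likelihood test). *DET1* (AT4G10180, chromosome 4, 6346411 to 6349314 in TAIR10.1) went from 46.0 ± 7.27 to 62.1 ± 7.51 CPM, a log2 fold change of 0.43 (SE 0.126, adjusted p = 0.0111). *DDB1B* (AT4G21100, chromosome 4, 11258759 to 11265605) went from 20.7 ± 1.29 to 27.0 ± 1.76 CPM, a log2 fold change of 0.38 (SE 0.104, adjusted p = 0.00755). Both increases were under the 2-fold minimum for a DEG. *DDB1A* (AT4G05420) and *COP10* (AT3G13550) did not differ beyond the replicate spread, with log2 fold changes of -0.04 (adjusted p = 0.769) and -0.11 (adjusted p = 0.482). The replicate block gave log2 fold changes of 0.44 for *DET1* and 0.38 for *DDB1B*. That of *DET1* was 0.32 without control replicate 2, the largest move among these genes. From its RNA-Seq data, the paper reasons that a transcriptional regulation of these factors by CK is not supported.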

Lastly, we cannot rule out the possibility that the CK-signaling pathway interferes with some of the non-canonical functions of these factors. For example, DET1 has been reported to both act as a transcriptional repressor and be involved in chromatin remodeling (Benvenuto *et al.*, 2002; Lau *et al.*, 2011). Taken together, we have clearly shown that a functional COP1/CDD module is necessary for the CK-mediated light-induced response in terms of hypocotyl elongation. However, the mechanism by which this is regulated is as yet unknown.

### Light-dependent switch of CK action resembles ethylene signaling

As our data demonstrated that the COP1/CDD module is required for the ethylene-independent CK response, we hypothesized that light, which inhibits the action of COP1/CDD, would also desensitize the response to CK (Osterlund *et al.*, 2000; Yanagawa *et al.*, 2004; Pacín *et al.*, 2014). In support of this hypothesis, we demonstrated that light levels up to 10 µmol m^−2^s^−1^ resulted in a gradual decrease of relative CK sensitivity (Fig. 8A). At higher levels of light, however, a striking switch of the CK response was observed whereby BA treatment resulted in elongation of the hypocotyl (Fig. 8). A similar observation concerning the effect of CK on hypocotyl elongation in light has been reported (Smets *et al.*, 2005). However, in contrast to our observations, that study showed that the hypocotyl elongation was completely dependent on the presence of the ethylene inhibitor AgNO_3_ in the medium. Regardless, this observed light-dependent switch appears analogous to the ethylene-dependent regulation of hypocotyl elongation, where ethylene inhibits elongation in the dark and promotes elongation in light at fluence rates exceeding 10 µmol m^−2^s^−1^ (Zhong *et al.*, 2012). However, the fact that the *ein2* mutant showed only a partially reduced response relative to the WT suggests that the effect of CK in light is largely independent of ethylene signaling (Fig. 8). Intriguingly, recent studies have described the direct interaction and activation of the *TAA1* promoter by ARR1, ARR10, and ARR12 (Reyes-Olalde *et al.*, 2017; Yan *et al.*, 2017). As reduced *TAA1* transcript levels in the *arr1 arr10 arr12* mutant were evident only after a light treatment, this suggests that these B-type ARRs might promote auxin-driven cell elongation specifically in light-grown seedlings. In addition, CK treatment indirectly promotes the transcription of *YUC8*, a rate-limiting enzyme in auxin biosynthesis, through ARR1/ARR12-dependent transcriptional regulation of *PIF4* (Di *et al.*, 2016). Thus, it is possible that the influence of CK on hypocotyl elongation might switch from a COP1/CDD-dominated pathway in the dark to being driven by auxin under light.

## Supplementary data

Supplementary data are available at *JXB* online.

**Fig. S1.** Ethylene-independent CK responses resemble the effect of light during photomorphogenesis.

**Fig. S2.** CK treatment causes a strong transcriptional regulation.

**Fig. S3.** Effect of CK on hypocotyl elongation in CK receptor, B-type response regulator, and ethylene-insensitive mutants.

**Fig. S4.** CK response is independent of HY5 but dependent on COP1.

**Fig. S5.** The transcriptional response to CK shows significant overlap with the transcriptional response in *cop1* and *det1* mutants.

**Table S1.** Sequences of primers used in this study.

**Table S2.** List of DEGs regulated by BA treatment.

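For each DEG, Table S2 gives the log2 ratio of BA over control, the direction and the NOISeq probability, which compares a gene's fold change and absolute difference between treatments with those between replicates. In edgeR's fit, the 5 largest increases among DEGs whose 3 BA samples all exceeded the 3 control samples were those of AT5G39120 (log2 fold change 8.18, SE 0.928), *WUS* (AT2G17950, 7.92, SE 0.704), AT4G10955 (7.46, SE 0.760), *ASML2* (AT3G12890, 7.42, SE 0.787) and AT2G18180 (7.09, SE 0.830). All 5 had 0 counts in the control samples, where 3 counts would be 0.283 to 0.285 CPM, so the fold changes depend on how edgeR treats 0 and only a rise can be stated. With BA, AT5G39120 (chromosome 5, 15662582 to 15663527 in TAIR10.1, a cupin family gene) reached 3.43 ± 1.48 CPM and *WUS* (chromosome 2, 7808871 to 7810811, a homeobox gene) 2.87 ± 0.359 CPM (SD, n = 3). Their adjusted p-values in edgeR's test were 4.59e-05 and 9.68e-06. The 5 largest decreases were those of *SLAH1* (AT1G62280, log2 fold change -8.37), *GSTU12* (AT1G69920, -8.07), AT5G37970 (-7.98), AT5G10580 (-7.23) and AT2G28780 (-7.10). AT2G28780 (chromosome 2, 12339851 to 12343443) had the highest control level of these, 49.3 ± 2.19 CPM, and fell to 0.347 ± 0.141 CPM (SE 0.190, adjusted p = 1.53e-09). The controls of *GSTU12* were uneven, with 2.63, 30.13 and 2.22 CPM in replicates 1, 2 and 3. *SLAH1* and AT5G37970 had 0 counts in the BA samples, so their fold changes also depend on how edgeR treats 0 and only a fall can be stated. With BA, *GSTU12* and AT5G10580 had means of 0.0309 and 0.126 CPM, under the level of 3 counts, so the sizes of their decreases are uncertain. A block for the replicate number gave log2 fold changes of 8.18, 7.92, -8.37, -8.09 and -7.10 for AT5G39120, *WUS*, *SLAH1*, *GSTU12* and AT2G28780. Fits by limma on log2(FPKM + 1), a scale that understates the change of genes with low values, moved these genes most, with *SLAH1* at -1.94 and AT5G39120 at 2.59.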

**Table S3.** List of DEGs regulated by BA and overlap with *cop1*-, *det1*-, and light-regulated DEGs.

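Table S3 sets the BA effect on each gene beside its log2 fold change and direction in published experiments with dark-grown *cop1-4* (2 datasets), with dark-grown *det1-1*, and with wild-type seedlings after 6 h of light. It holds 1399 genes. Of these, 1392 were among the genes tested with edgeR, and 1384 were DEGs. A gene has an entry for an experiment only where it was called there, so an empty field does not give the direction of a smaller change. A direction in *cop1-4*, *det1-1* and light together is listed for 312 genes.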

## Data deposition

RNA-Seq data are deposited in the NCBI Gene Expression Omnibus under GEO Series accession number GSE108912 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108912).

## Supplementary Material

Supplementary Figures S1-S5 and Table S1 Click here for additional data file.

Supplementary Table S2 Click here for additional data file.

Supplementary Table S3 Click here for additional data file.

# Supplementary material for: Ethylene-independent promotion of photomorphogenesis in the dark by cytokinin requires COP1 and the CDD complex
**Source:** J Exp Bot. 2018 Sep 29;70(1):165–78. doi: 10.1093/jxb/ery344
**Supplement:** Supplementary Figures S1-S5 and Table S1

## Supplementary data

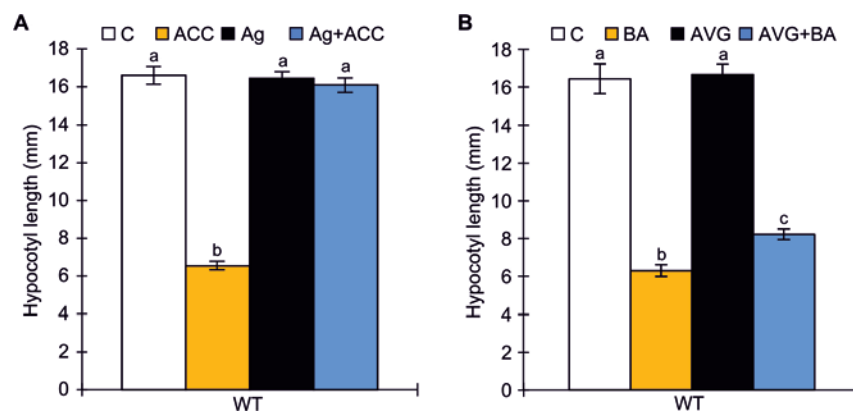

**Figure S1. Ethylene-independent CK responses resemble the effect of light during photomorphogenesis.**

(A-B) Hypocotyl length of 5-days-old etiolated WT seedlings growing on medium containing 10  $\mu$ M  $\text{AgNO}_3$  and 5  $\mu$ M ACC (A) or 3  $\mu$ M BA and 2  $\mu$ M AVG (B). Error bars represent SE ( $n \geq 28$ ), letters represent statistically significant differences between experimental groups ( $0.05 > p$ -value).

**A**

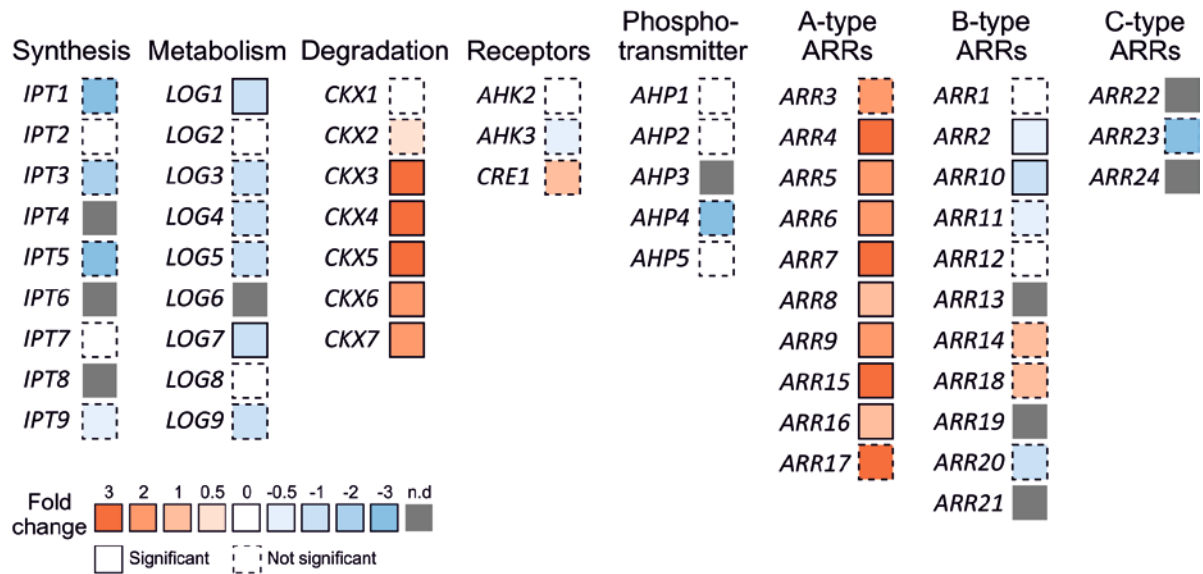

**B**

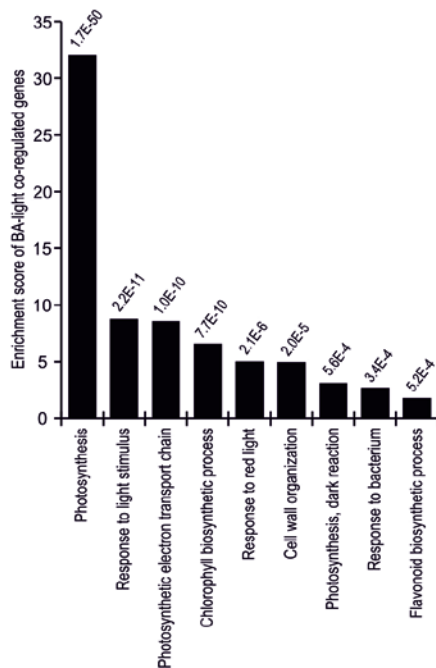

**C**

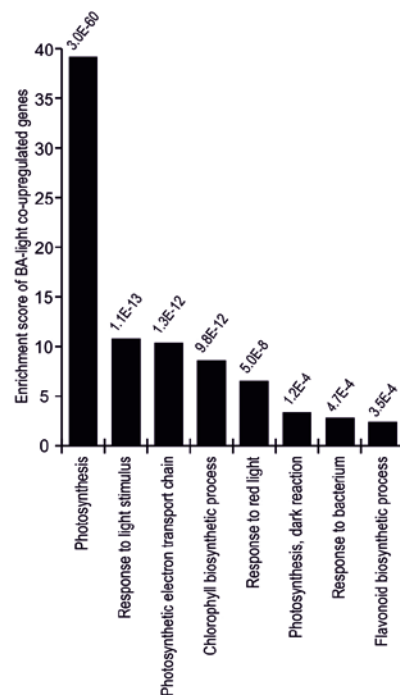

**D**

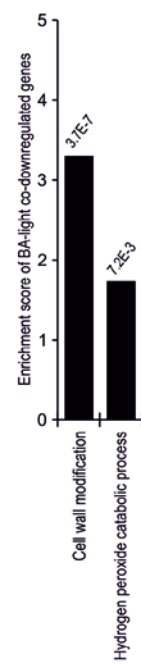

**Figure S2. CK treatment causes a strong transcriptional regulation.**

(A) Heat map of CK biosynthesis and signaling genes. Blue to red colors indicate fold changes in 4-days-old etiolated seedlings after CK treatment. 

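Beside *CKX* and A-type *ARR* genes, the heat map covers genes for CK synthesis, activation, perception and signaling. For CK synthesis, 4 of 9 *IPT* genes had enough counts to be tested. *IPT3* (AT3G63110, chromosome 3, 23317971 to 23319636 in TAIR10.1) fell from 3.72 ± 1.39 to 0.472 ± 0.247 CPM (SD, n = 3 in each group), a log2 fold change of -2.94 (SE 0.437, adjusted p = 1.27e-04 from edgeR's quasi-likelihood test). *IPT5* (AT5G19040, chromosome 5, 6361776 to 6363713) fell from 2.23 ± 0.552 to 0.222 ± 0.146 CPM, a log2 fold change of -3.26 (SE 0.465, adjusted p = 9.38e-05). *IPT9* rose by 0.89 on the log2 scale, under the fold minimum, and *IPT2* stayed at 0.01. Among the *LOG* genes, which release active CK from its nucleotides, *LOG1*, *LOG5* and *LOG7* were down-regulated DEGs, with log2 fold changes of -1.31, -1.20 and -1.34. Of the CK receptors, *CRE1* (AT2G01830, chromosome 2, 362983 to 369707) rose from 13.4 ± 0.331 to 32.1 ± 0.255 CPM, a log2 fold change of 1.26 (SE 0.099, adjusted p = 1.34e-06), while *AHK2* and *AHK3* had log2 fold changes of -0.45 and -0.61. The 4 tested *AHP* genes had log2 fold changes from -0.26 to 0.29, and 0 of them had an adjusted p below 0.05. Of 11 B-type *ARR* genes, 6 were tested. *ARR1* (-0.42, adjusted p = 0.00189) and *ARR11* (-0.76, adjusted p = 0.00116) fell by less than the fold minimum. *ARR12* did not change detectably (0.12, adjusted p = 0.372). *ARR10* was down-regulated (-1.35), *ARR2* fell by 0.98 and stayed under the fold minimum, and *ARR14* was up-regulated (1.11, SE 0.347), a call lost in some of the fits that left out a sample (log2 fold change from 0.78 to 1.69). The 3 C-type *ARR* genes had too few counts to be tested. In the fit with the replicate block, *IPT3*, *IPT5*, *CRE1*, *ARR10* and *ARR14* had log2 fold changes of -2.91, -3.25, 1.26, -1.34 and 1.17. Among these genes *IPT5* moved most, to -1.07 with limma on log2(FPKM + 1), a scale that understates the change of genes with low values.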

(B-D) Gene ontology analysis of light and CK coregulated (B), co-upregulated (C) and co-downregulated (D) genes.

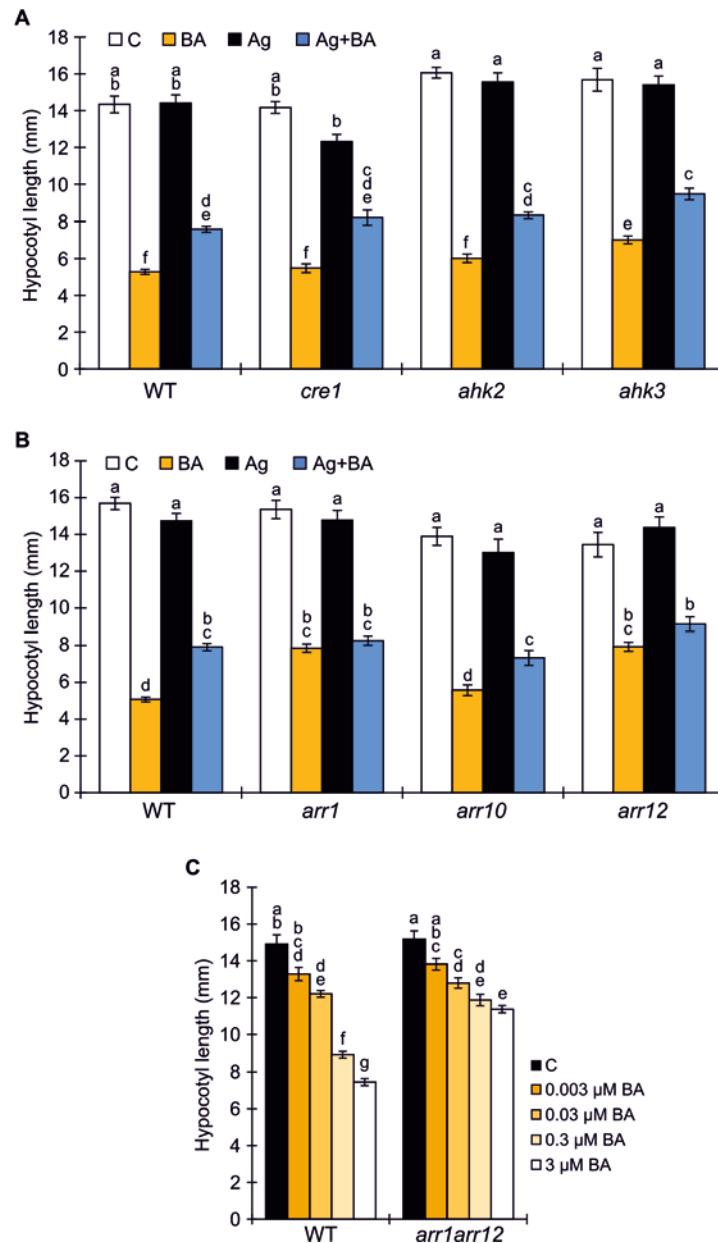

**Figure S3. Effect of CK on hypocotyl elongation in CK receptor, B-type response regulator and ethylene-insensitive mutants.**

Hypocotyl length of 5-days-old etiolated receptor single mutants (WT, *cre1*, *ahk2*, *ahk3*) (A) and B-type response regulator double mutants (WT, *arr1*, *arr10*, *arr12*) (B), growing on medium containing 10  $\mu$ M AgNO<sub>3</sub> and/or 3  $\mu$ M BA. (C) Hypocotyl length of 5-days-old etiolated seedlings grown on medium containing 10  $\mu$ M AgNO<sub>3</sub> and 0,003; 0,03; 0,3 or 3  $\mu$ M BA. Error bars represent SE (n  $\geq$  11). Letters represent statistically significant differences between experimental groups (p-value < 0.05).

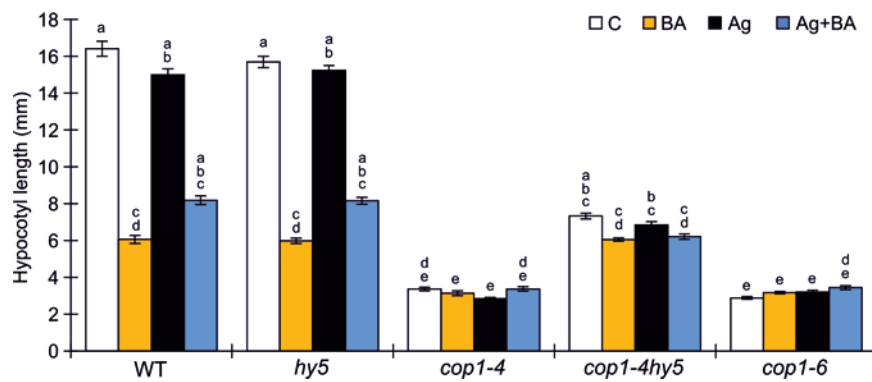

**Figure S4: CK response is independent of HY5 but dependent of COP1.**

Hypocotyl length of 5-days-old etiolated seedlings (WT, *hy5*, *cop1*, *cop1 hy5*) growing on medium containing 10  $\mu\text{M}$   $\text{AgNO}_3$  and/or 3  $\mu\text{M}$  BA; Error bars represent SE ( $n \geq 22$ ). Letters represent statistically significant differences between experimental groups ( $p\text{-value} < 0.05$ ).

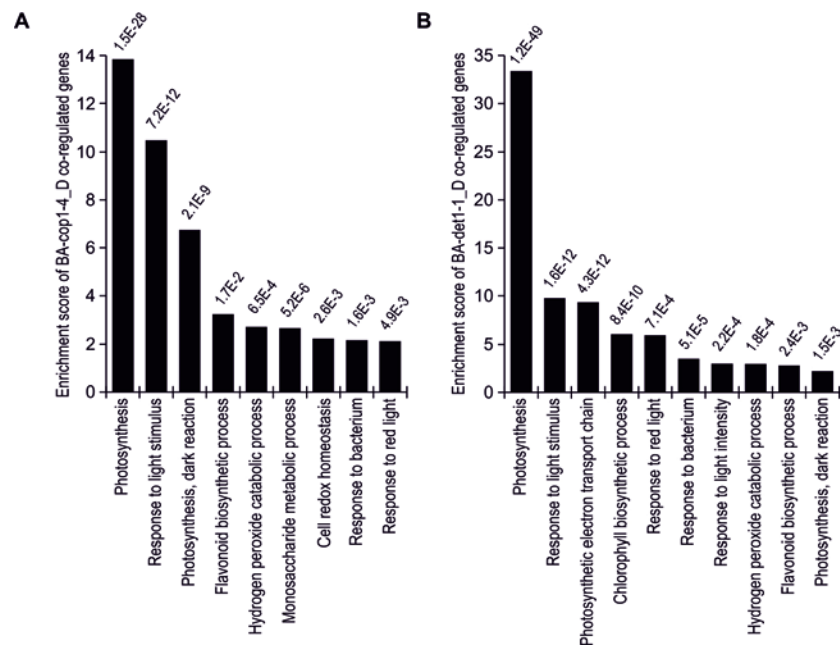

**Figure S5: The transcriptional response to CK shows significant overlap with the transcriptional response in *cop1* and *det1* mutants.**

(A) Gene ontology analysis of CK and *cop1-4* coregulated and (B) of CK and *det1-1* co-regulated genes.

**Table S1.** Sequences of primers used in this study.

Reference Genes

| Gene           | ATG No.   | Forward Primer 5'-3'     | Reverse Primer 5'-3'     |
|----------------|-----------|--------------------------|--------------------------|
| <i>ACTIN</i>   | AT3G18780 | CTTGCACCAAGCAGCATGAA     | CCGATCCAGACACTGTACTTCCTT |
| <i>GADPH</i>   | AT3G04120 | AGGTGCTTCCAGCTCTTAACG    | TGCCTTCGGATTCTCCTTG      |
| <i>RPT5a</i>   | AT3G05530 | GGTACAAAGCGTTTCGACAGTG   | TTGCTCTCGCTTCTTCGGTTG    |
| <i>TAFII15</i> | AT1G17440 | GAATCACGGCCAACAATC       | ACTCTTAGCCAAGTAGTGCTCC   |
| <i>UBC21</i>   | AT5G25760 | CTCTTAACTGCGACTCAGGGAATC | TGCCATTGAATTGAACCTCTCAC  |

Genes of Interest

| Gene          | ATG No.   | Forward Primer 5'-3'    | Reverse Primer 5'-3'    |
|---------------|-----------|-------------------------|-------------------------|
| <i>ARR5</i>   | AT3G48100 | GCCGAAAGAATCAGGACA      | CTACTCGCAGCTAAAACGC     |
| <i>CHI</i>    | AT3G55120 | CCTTTTCGTCCTTGTTCTTCATC | CCTTTTCGTCCTTGTTCTTCATC |
| <i>CHLI1</i>  | AT4G18480 | TTCTGGTTGGAATACGGTTGA   | CTTGTCTGCTCGGTTTTGT     |
| <i>F3H</i>    | AT3G51240 | CAGGGACGAAGATGAACGGC    | AAGCAAAGAAGTCACGAGCG    |
| <i>GUN4</i>   | AT3G59400 | CTGCTCTGCTTCTTCCACCT    | TCTCCTCGTCGGCTTGTCT     |
| <i>LHCb1</i>  | AT1G29910 | GTGACAATGGCTTGAACGAA    | GGCTACAGAGTCGCAGGAAA    |
| <i>PETC</i>   | AT4G03280 | TTCCAGCAGACAGAGTTCCAG   | ACATCGTTTCCAAGGGCATCC   |
| <i>SAUR14</i> | AT4G38840 | CTCCGACAAGCCAAACTGTTG   | TCACTGCAAGGGATTGTGAGG   |
| <i>SAUR9</i>  | AT4G36110 | GCACGAGATGGGTCTCACTATC  | CCGAGTCTGGAGTGTGACAATG  |
| <i>XTH30</i>  | AT1G32170 | AAAGCCGTGGAGGTTTCAGAC   | CTGCTCCCATTGCATCGTTTC   |
| <i>XTH33</i>  | AT1G10550 | GATCCAACGCAAGCCTTTCAC   | CAGCAACGGAAACCACGAAAG   |

How the deposited data were processed for this re-analysis (not part of the article)

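RNA-Seq was performed on 4-day-old etiolated wild-type seedlings in 2 groups of 3 biological replicates, grown on 10 µM AgNO_3_ (control) or on 10 µM AgNO_3_ and 3 µM BA. The expected counts were made by the authors, who selected mRNA with oligo(dT), sequenced it on an Illumina HiSeq platform, aligned the filtered reads to TAIR10 with Bowtie2 and estimated with RSEM how many fragments came from each gene, without normalization. The deposited FPKM values come from the same RSEM runs and scale these counts by gene length and by the number of fragments in the sample. A fixed length per gene cannot hold throughout. For *CKX5*, the mean CPM rose from 59.5 to 385 with BA, while the mean FPKM rose from 21.6 to 173. The authors called DEGs from their values with NOISeq at a fold change of at least 2 and a probability of at least 0.8.

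From the files, the expected counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Genes with at least 10 counts in at least 3 samples were kept, which left 19546 of 25175 genes. Library sizes were normalized by TMM, and BA was compared with the control by glmQLFit and glmQLFTest with the condition as the only term. A gene was called a DEG at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. CPM values are TMM-normalized and without a pseudocount, and their errors are SDs over 3 samples. Alternatives were DESeq2 1.42.0 with its own size factors, limma 3.58.1 (lmFit and eBayes with trend) on log2(FPKM + 1) and on log2(FPKM + 0.1) for genes with an FPKM of at least 1 in at least 3 samples, no filter, 10 counts in every sample, library size without TMM, the replicate number as a block, each of the 6 samples left out in turn, an adjusted p below 0.01, and no fold minimum. NOISeq was not installed, so its criteria were coded anew and applied to FPKM, with a mean of 0 set to 0.01. A version that sets every FPKM of 0 to 0.01 in each sample was added after its log2 ratios had been compared with Table S2.

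Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3, NumPy 2.4.6 and matplotlib 3.10.9 was used for the gene sets, lists, permutation tests and plots. Gene sets were formed from keywords in the gene descriptions of the reference annotation, compared with all other tested genes by Fisher's exact test with adjustment over 6 sets, and tested a further time with limma's camera at an inter-gene correlation of 0.01. For genes listed in Table S3, the sign of the BA effect was set beside the listed direction in light, *cop1-4* or *det1-1*, with an exact binomial test across genes. Single values of 3 samples against 3 were compared by an exact permutation test, which cannot give a p under 0.1. The correlation with the light response used 100000 permutations of the genes.

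The genes named in the text were set by a rule written before the files arrived: the genes of Table S1, those in the heat map of Fig. S2A, COP1, HY5, HYH, PIF3, PIF4, PIF5, DET1, COP10, DDB1A, DDB1B and CHS, and the 5 DEGs with the largest increase and the 5 with the largest decrease whose BA samples all lay on one side of the control samples. ACC synthase and ethylene-responsive genes, SAUR genes and the copies of *LHCB1* were added for tests reported in the closing section. The listed-gene counts, the co-regulated gene sets and the correlation with light were added after the files arrived.

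Depth was even, between 10383092 and 10601965 expected counts per sample, with medians of 10524458 in the control and 10592564 with BA. In a sample of that depth, 3 counts correspond to 0.283 to 0.289 CPM, and genes near this level have uncertain fold changes. The scripts were tested on simulated counts with 200 changed genes. By the adjusted p alone, without the fold minimum of a DEG, edgeR recovered 99.5% of them, with 6.6% false calls among the genes called. The NOISeq criteria, scored with their fold minimum, recovered 76%. These percentages were scored by unlike rules, so they do not rank the methods or describe the DEG threshold used here. The simulated changes were placed only in genes with higher expected counts, so recovery at low counts was not tested.

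Coordinates are those of TAIR10.1, while the authors used TAIR10; 98.72% of the genes in the files were found in it by their identifier, and only gene positions and descriptions were taken from it. Descriptions were missing there for all 113 plastid genes of the files, so the gene sets hold nuclear genes only. GO terms, the significance of the overlaps and the qPCR and hypocotyl experiments were left out, because the annotation, the full published gene lists and those measurements were not in the files analysed here.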

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

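The plastid-encoded share of the counts, which the paper does not report, was flagged because it was higher in BA samples than in the control samples. It was 0.401%, 0.256% and 0.379% in control replicates 1, 2 and 3, and 0.707%, 0.614% and 0.708% in BA replicates 1, 2 and 3, with means of 0.345% (SD 0.0778) and 0.676% (SD 0.0538), a ratio of 1.96. Each BA sample was above each control sample (exact permutation test, p = 0.1, the smallest possible with 3 against 3). Of 81 plastid genes in the test, 38 were up-regulated DEGs and 0 were down-regulated, with a median log2 fold change of 0.98. Since mRNA was selected with oligo(dT), which should take up little organelle RNA, a weaker selection in the BA samples was tested as a technical explanation; it would raise the mitochondria-encoded share too. That share was 0.0108% in the control and 0.00955% with BA, a log2 ratio of -0.18 (exact permutation test, p = 0.3). Without the plastid gene with the most counts, the BA mean was still 1.79 times the control mean. Both predictions were written before the results were seen. A planned test of whether plastid and nuclear photosynthesis genes rise together was not run, because the reference gives no description of the plastid genes. Differences in polyadenylation or degradation of plastid RNA, and a difference between library batches, were not tested, and the exact test cannot tell the pattern apart from a chance split of the samples. A rise of plastid transcripts with BA may therefore be put forward only as a hypothesis.

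Ribosomal protein genes, which served as a comparison set outside the paper's GO terms, were flagged because 67 of 311 were up-regulated DEGs (21.5%), against 9.2% of the other tested genes (odds ratio 2.7, adjusted p = 2e-10 by Fisher's exact test). Only 2 were down-regulated DEGs. The median log2 fold change was 0.68, under the fold minimum, and 297 of the 311 genes (95.5%) had a log2 fold change above 0. Among other genes matched on gene length, GC content or expression level, 11.0%, 9.0% and 8.1% were up-regulated DEGs. Reads shared between the near-identical copies of these genes would move counts within the family and leave some copies lower, whereas 95.5% were higher; this prediction was written after the result was seen, the other predictions before. The count was 57 to 71 over the fits that each left out a sample and 67 with the replicate block. Of the 10 splits of the 6 samples, 1, the real one, gave as many ribosomal protein genes, the fewest that 10 splits allow. The share of splits alone thus cannot exclude a chance split. The highest number in any other split was 0. Those splits mix BA and control samples within groups and gave 0 DEGs among all genes, so that 0 decides nothing. Camera, at its preset inter-gene correlation of 0.01, gave the set an adjusted p of 8.66e-21. That p and the 95.5% with a rise are taken across genes, which may shift together. For this set, they therefore cannot exclude a chance split. A rise of ribosomal protein transcripts with BA may be a hypothesis to follow up. The keyword does not separate nuclear genes for ribosomal proteins of the cytosol from those for plastids or mitochondria. Which of these classes hold the up-regulated DEGs was not tested. Contamination and batch effects within this set were not tested.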

How the results depend on the processing

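The samples' conditions, the tests and the alternatives were fixed before the files arrived, except for the alternatives and results named as added. A count was taken as unchanged when it stayed within 1.5 times the main count, and a tested value when it kept its direction and its side of the p threshold. Of 34 headline results, 24 stayed within these limits under every alternative. Most of the 24 were counts, shares or a correlation over genes listed in Table S3. Those genes were selected as DEGs of the paper in the same samples, so these results had little room to move. The A-type *ARR* count and the photosynthesis, chlorophyll, peroxidase and ribosomal protein sets do not rest on that list. Among the 24, the shares co-regulated with light, *cop1-4* and *det1-1* were 83.29% to 83.66%, 89.29% to 89.67% and 88.75% to 90.21%, but the selection leaves little room for the signs of the listed genes to change. The up-regulated A-type *ARR* genes numbered 6 to 9, the photosynthesis genes 54 to 67, the chlorophyll genes 8 to 12 and the down-regulated peroxidase genes 26 to 36. Of the alternative values of headline results, 468 stayed within the limits, 2 were weaker and 14 moved.

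The number of DEGs depended most on the criteria. Without the fold minimum there were 11516 (5703 up and 5813 down) in place of 4011, because the replicates were close enough for many small changes to pass. The NOISeq criteria on FPKM gave 2381 (1099 up and 1282 down), and the version that sets zeros in each sample, chosen after seeing the data, gave 2461 (1139 up and 1322 down). These criteria also weigh the absolute difference in FPKM, which is small in genes with low expression. The genes called only in the main fit had 0.103 times the median FPKM of the genes called by both. With the replicate block the numbers were 4035, 1872 and 2163. Across the 6 fits that each left out a sample they ranged from 3198 to 4133 DEGs, from 1509 to 2060 up and from 1689 to 2193 down.

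Requiring 10 counts in every sample lowered the *CKX* genes to 3, and *CKX* and A-type *ARR* genes together to 9, since genes with almost no counts in the controls leave the test. The count filter thus limits the number of these genes. In fits without a BA replicate, only genes with at least 10 counts in 3 of the 5 remaining samples were tested. The joint number was 11 to 14 over the leave-one-out fits. Under camera, the adjusted p of the flavonoid set was 0.246 and that of the cell wall set 0.178. Camera compares mean shifts, and both sets hold genes that changed in each direction. The peroxidase genes co-regulated with *cop1-4* (a result added after the files arrived) numbered 7 to 11 when each sample was left out, lowest without control replicate 2. On FPKM in place of counts, the difference in the plastid-encoded share was 0.684 percentage points (0.331 on counts, 0.287 to 0.362 across the leave-one-out fits) and that in the mitochondria-encoded share -0.00377 (-0.00123 on counts), as FPKM gives short genes more weight.

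Of 73 named genes in the test, 60 kept their direction and their side of the adjusted p threshold of 0.05 in every alternative fit in which they were tested. In these fits, the call as a DEG, which also requires the fold minimum, changed for 4 genes, all when a sample was left out. The NOISeq criteria are not counted among these fits and changed further calls. They did not call several DEGs of the main fit, among them *ARR3*, *ARR14*, *IPT3*, *IPT5*, *LOG5*, *CRE1* and *WUS*. *HY5* (0.969) passed the minimum without control replicate 1 (1.032) or 3 (1.006), *ARR2* (-0.98) without control replicate 1 (-1.027) or BA replicate 3 (-1.041), and *IPT9* (0.889) without control replicate 1 (1.033). *ARR14* (1.114) lost its call without control replicate 2 (0.783) and in 2 fits by its adjusted p. The sign reversed in 19 rows of 7 genes, all with log2 fold changes near 0 and an adjusted p above 0.05 in each of these fits. *COP1* (-0.004) became 0.006 with limma at either pseudocount, 0.005 without the filter and 0.007 with library size only, and ranged from -0.04 to 0.041 when each sample was left out. With DESeq2, *IPT2* was -0.00024 and *AHP1* -0.001. The leave-one-out ranges were -0.106 to 0.192 for *IPT2*, -0.155 to 0.144 for *AHP1*, -0.269 to 0.082 for *AHP2*, -0.178 to 0.026 for *PIF5*, -0.103 to 0.031 for *DDB1A* and -0.074 to 0.021 for *RPT5A*. In other genes, 16 rows were weaker, among them *DET1* without BA replicate 1 (0.371) and *ARR14* without control replicate 3 (0.985), and 2 were stronger, both of *AHP3*.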

Differences from the paper's values

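The paper gives 2463 DEGs, and edgeR's test gave 4011. Of the alternatives set before the files arrived, the NOISeq criteria (2381), 10 counts in every sample (3098) and the fit without control replicate 2 (3198) came within 1.5 times of the paper's number, and the others did not. For up-regulated DEGs the paper gives 1140, against 1841 here; the NOISeq criteria (1099), 10 counts in every sample (1467) and the fits without control replicate 2 (1509), BA replicate 1 (1642) or BA replicate 3 (1659) closed the gap. For down-regulated DEGs the paper gives 1323, against 2170 here, and the NOISeq criteria (1282), 10 counts in every sample (1631) and the fit without control replicate 2 (1689) closed it. The NOISeq criteria with zeros set in each sample, chosen after seeing the values, gave 2461 DEGs (1139 up and 1322 down).

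For *CKX5*, Table S2 gives the paper's log2 ratio as 3.00134, and edgeR gave 2.694. Limma on log2(FPKM + 1) (2.947) and on log2(FPKM + 0.1) (2.999) closed the gap, and the other alternatives set for single genes before the files arrived did not. For AT5G39120 the paper's log2 ratio is 9.05799, and edgeR gave 8.181, and none of those alternatives closed the gap. This gene had 0 counts in all control samples, so both ratios depend on how 0 is treated and only a rise can be stated. The log2 ratio of mean FPKM from the NOISeq criteria, applied to single genes only after seeing the values, was 3.001 for *CKX5* and 9.058 for AT5G39120, and closed both gaps. Of 27 named genes with a ratio in Table S2, these 2 were counted as differing. Smaller gaps were not counted, such as that of *ARR15* (6.449 with edgeR and 6.63992 in Table S2). The median absolute difference over all 27 was 0.01. The paper states a depth of approximately 21 (in 1e6 clean reads per sample), while the expected counts summed to 10.56 (in 1e6 fragments per sample, the median of 6 samples). The units differ, and no alternative bears on it.

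The paper states that the expression of COP1, HY5, PIF3, PIF4 and PIF5 was not altered. Here *HY5* had a log2 fold change of 0.97 (adjusted p = 2.01e-05 from edgeR's test) and *PIF3* one of -0.43 (adjusted p = 0.00437), both under the fold minimum. On whether CK lowers transcripts of COP1 and the CDD complex, the paper reports no support in its RNA-Seq data. Here *DET1* had a log2 fold change of 0.43 (adjusted p = 0.0111) and *DDB1B* one of 0.38 (adjusted p = 0.00755), again under the fold minimum. Both rose, so neither speaks for a down-regulation. In Fig. S2A, *IPT3*, *IPT5*, *LOG5*, *ARR3* and *CRE1* are not marked as significant, while they were DEGs here with log2 fold changes of -2.94, -3.26, -1.20, 1.44 and 1.26. *ARR14*, not marked either, had one of 1.11. *ARR2* is marked as significant and had a log2 fold change of -0.98, under the fold minimum. *AHP3* is shown as not detected, and had a mean of 9.5 CPM in the control and 11.6 CPM with BA. For *det1-1*, the paper's text gives 908 genes, and Table S3 gives a direction for 907.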

Other observations

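Each result of the model across genes was recomputed for the 10 splits of the 6 samples into groups of 3, the real split included. For the DEGs, all and by direction, the *CKX* and A-type *ARR* genes, singly and together, and the 6 gene sets, 1 of the 10 splits, the real one, gave a result as large, and the highest number in any other split was 0. As 1 of 10 is the smallest share that 10 splits allow, this share alone cannot exclude a chance split. The other splits mix BA and control samples within groups, which widens the spread, so the 0 there decides nothing. In the real split, 11516 of the 19546 tested genes had an adjusted p below 0.05 in edgeR's test. That test measures each gene against the spread between replicates, so for the DEGs this number argues against a chance split. In 3971 of the 4011 DEGs, all 3 BA samples lay on the same side of all 3 control samples. Selection as a DEG favours this separation, so it adds little. The co-regulated share was as large in 3 of the 10 splits for light, in 3 for *cop1-4* and in 7 for *det1-1*. The other splits compare groups of unequal numbers of BA samples, so the direction of the BA effect is still in them, and the share says little about the grouping. The predictions for the 3 numbers of DEGs were written after the numbers had been seen.

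Technical explanations for the many DEGs were tested. The mean total count with BA differed from that of the control by -0.16%, a prediction written after the totals had been seen. Leaving out the 10 genes with the most counts in each sample, 16 genes in all, gave 4005 DEGs. Across genes, the log2 fold change with the replicate block had a Spearman's rho of 0.07 with GC content and of -0.011 with gene length. No library batch is given, so a batch that follows the treatment was not tested.

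Control replicate 2 lay apart from the other control samples on the second principal component (-30.18, against 13.66 and 23.74), and leaving it out lowered the number of DEGs most, to 3198. Its total count differed by -0.26% from the mean of the other controls, and the share of its 10 largest genes was 1.0 times theirs. Across genes, rho of its deviation was -0.079 with GC content and 0.203 with gene length (-0.066 and -0.197 for control replicates 1 and 3). A mix-up or mixing with a BA sample would place it between the groups, but its median position on a scale from 0 (other controls) to 1 (BA) was -0.206. Its deviation correlated with the published light response at a rho of -0.463 across 755 genes. A correlation of this size was not particular to it, as rho was 0.509 for control replicate 1 and 0.213 for control replicate 3, and deviations from the other samples of a group depend on each other. The values are consistent with control samples that were light-like to different degrees, replicate 2 the least, for a reason that the files do not give. As most of these genes change in the same direction with BA and light, less light-like and less BA-like cannot be separated. All these predictions but those on GC content and length were written after the sample had been seen to differ. BA replicate 2 also deviated against the light response (-0.444, with 0.266 and 0.277 for BA replicates 1 and 3). The deviations of control and BA replicate 2 correlated at 0.528 across these genes, against 0.279 and 0.134 for the other samples of the same number and -0.498 to 0.318 for samples of different numbers. A growth batch shared by the samples of replicate 2 may explain this, a prediction written before the correlation was computed. As each number has 1 sample per group, batch and sample cannot be separated; the block, which holds the number constant, gave 4035 DEGs.

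The 124 genes that BA and light changed in opposite directions were compared with the 633 co-regulated genes. *CKX5* is 1 of the 124, up-regulated by BA with a log2 fold change of 2.69 and listed by the paper at -2.21 after 6 h of light. Small or uncertain BA effects were to be tested by the percentage past the DEG threshold, which differed by -0.2 percentage points (100.0% and 99.8%). All listed genes were DEGs of the paper, however, so this selection fixed both percentages near their maximum, and their difference decides nothing. The 100.0% of the 124 genes that passed the adjusted p threshold and the fold minimum in edgeR's test come from the same samples as that selection. This percentage therefore cannot tell whether small or uncertain BA effects explain the opposite directions. Another hypothesis was that these genes follow loss of DET1 rather than light. Of 44 with a listed direction in *det1-1*, 7 (15.9%) changed in *det1-1* as with BA (exact binomial test across genes, p = 5.3e-06), so most followed light and not BA. For *cop1-4* it was 14 of 42 (33.3%, p = 0.0436 in the same exact test). Among co-regulated genes, 457 of 462 (98.9%) changed in *det1-1* as with BA. Other technical explanations were not tested.

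Ethylene signaling raised by BA despite AgNO_3_ would raise ethylene-responsive genes in the BA samples. Signaling left equally in both groups cannot be seen here, because all samples were grown on AgNO_3_. Of 8 such genes in the test, 0.0% were up-regulated DEGs, with log2 fold changes from -0.91 to 0.35. *EBF2*, *ETR2*, *ERS1*, *CTR1* and *ARGOS* fell with an adjusted p below 0.05 in edgeR's test, by less than the fold minimum. Among 9 examined genes named *ACS* (for ACC synthase), *ACS9* (3.43) and *ACS8* (1.34) were up-regulated DEGs and *ACS2* (-1.05) and *ACS11* (-1.41) down-regulated. The genes were taken by name, and the list does not include *ACS6*. Beside *SAUR9* and *SAUR14*, 51 SAUR genes were tested for both directions of change: 2 were up-regulated and 14 down-regulated, so that 12.5% of the changed genes were up.

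Among the 5 qPCR reference genes of Table S1, *ACTIN2*, which the legend of Fig. 3 lists, had the largest log2 fold change, -0.52 (adjusted p = 0.00137 from edgeR's test; 1560 to 1090 CPM). *UBC21*, listed for Fig. 7, had one of -0.29 (adjusted p = 0.0163) and *TAFII15*, listed for Fig. 3 and Fig. 5, one of -0.27 (adjusted p = 0.043). Neither stayed below 0.05 in every alternative fit. The adjusted p of *TAFII15* was 0.0539 without the filter and 0.212 without BA replicate 2. That of *UBC21* was 0.0773 without BA replicate 1. *GAPDH* (0.07, adjusted p = 0.561) and *RPT5A* (-0.03, adjusted p = 0.821), listed for all of these figures, did not change detectably. All 5 were under the fold minimum, and the methods name RPT5a, GADPH and/or TAFII15. *HYH*, the homolog of *HY5*, was an up-regulated DEG with a log2 fold change of 1.34 (adjusted p = 4.03e-05 from the same test), rising from 12.3 to 31.2 CPM.

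More genes were called by edgeR than by the NOISeq criteria. The 1677 genes called only by edgeR had a median FPKM of 2.13, against 20.6 for the 2334 genes called by both, a ratio of 0.103. Their median absolute log2 fold change was 0.988 times that of the others. This is consistent with low expression, rather than small changes, setting the calls apart. For *LHCB1*, reads shared with its copies could have made the rise of AT1G29910, but the sum of the 3 genes rose by a log2 ratio of 2.48, so that a rise remained when the copies were counted together.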
